# Cross-generational plasticity in Atlantic silversides (*Menidia menidia*) under the combined effects of hypoxia and acidification

**DOI:** 10.1242/jeb.249726

**Published:** 2025-07-25

**Authors:** Christopher S. Murray, Ayanna Mays, Matthew Long, Neelakanteswar Aluru

**Keywords:** Early life history, Forage fish, Gene expression, Coastal marine systems, Multi-stressor, Parental effects, Phenotypic plasticity, Transcriptomics, Transcriptional frontloading

## Abstract

We investigated the potential for cross-generational plasticity to influence how offspring respond to hypoxia and ocean acidification (hereafter HypOA) in the coastal forage fish Atlantic silverside (*Menidia menidia*). Mature wild silversides were treated with a control [dissolved oxygen (DO):100% air saturation (a.s.)/*P*_CO_2__: 650 µatm] or HypOA (DO: 40% a.s./*P*_CO_2__: 2300 µatm) conditions for 10 days prior to spawning. Their offspring were reared under both treatments in a factorial experimental design. Parental environment had minimal effects on offspring phenotype: exposure to HypOA reduced survival and developmental rates regardless of parental treatment. However, RNAseq analysis revealed that direct offspring exposure to HypOA induced substantial transcriptional changes, with 1606 differentially expressed transcripts (DETs) in larvae from control parents. These changes affected neural development, synaptic signaling, oxygen acquisition and extracellular matrix organization. In contrast, larvae from HypOA-exposed parents exhibited a muted transcriptional response to HypOA, with only four DETs. Although we did not detect a statistically significant interaction between parental and offspring environments at the gene-wise level, a gene set test supported a consistent attenuation of expression changes in offspring from HypOA-treated parents. This pattern may be consistent with transcriptional frontloading, when stress-induced changes are retained, and may modify future responses. However, because this effect did not improve offspring performance under HypOA, they are unlikely to represent an adaptive response. Instead, they may reflect non-adaptive carryover effects of parental exposure. Our findings highlight the potential for cross-generational effects to shape transcriptional plasticity, even in the absence of benefits to offspring.

## INTRODUCTION

Coastal hypoxia and ocean acidification (hereafter HypOA) are naturally co-occurring stressors in coastal marine ecosystems, driven by shared physical and biochemical processes that simultaneously deplete dissolved oxygen (DO), elevate carbon dioxide partial pressure (*P*_CO_2__) and reduce pH (Rabalais et al., 2009; Wallace et al., 2021). Indeed, the concurrent fluctuations of DO, *P*_CO_2__ and pH are defining characteristics of productive, shallow marine habitats (Baumann and Smith, 2017). Human-induced factors such eutrophication and habitat degradation have increased the severity, duration and spatial scale of HypOA in many coastal areas, and global warming and ocean acidification will exacerbate this trend (Cai et al., 2021; Keeling et al., 2010; Long and Mora, 2023). Nearshore marine ecosystems are an important spawning and nursery habitat for many coastal fishes and the deleterious effects of hypoxia on reproductive and developmental processes have been extensively studied (Richards, 2009). Until recently, this field largely overlooked the co-occurring nature of hypoxia and acidification in aquatic ecosystems (Gobler and Baumann, 2016). While exposure to low DO generally has stronger physiological effects than elevated *P*_CO_2__, multi-stressor experiments have revealed complex interactive effects (DePasquale et al., 2015; Hancock and Place, 2016; Yorifuji et al., 2024). Combined HypOA exposure also triggers unique transcriptional responses that cannot be predicted from individual exposures alone (Cline et al., 2020; Iguchi et al., 2024), underscoring the need for combined-stressor studies to assess organismal sensitivities to worsening HypOA in nature (Breitburg et al., 2019).

For many species, reproduction is a key sensitivity bottleneck to environmental change, making cross-generational plasticity a potentially important factor in how populations respond to emergent stressors (Byrne et al., 2020; Hackerott et al., 2021). Cross-generational plasticity describes how the environmental experiences of a parent can influence the phenotype of their offspring through various ‘non-genetic’ factors of inheritance (Adrian-Kalchhauser et al., 2020). In fish, these factors include classically described maternal effects, such as the provisioning of eggs with nutrients, hormones, proteins, mRNA and other cytoplasmic components that can influence offspring development (Green, 2008). Inheritable epigenetic factors, including DNA methylation, histone modifications and small noncoding RNAs, can be transmitted through both maternal and paternal germlines and influence offspring gene expression and responses to environmental stress (Ben Maamar et al., 2018; Kelley et al., 2021; Ord et al., 2020). Cross-generational plasticity may have evolved as a fitness-enhancing strategy in organisms that reproduce in variable environments, enabling parents to anticipate conditions offspring are likely to encounter and provide a developmental advantage (Bonduriansky, 2021). For example, treating adult zebrafish with hypoxia prior to spawning increases the acute hypoxia tolerance of offspring (Ho and Burggren, 2012; Ragsdale et al., 2022). Such a capability would be advantageous in the shallow, slow-moving waters of the natural zebrafish habitat, where diurnal hypoxia is common (Spence et al., 2008). Similarly, damselfishes experience natural *P*_CO_2__ fluctuations in coral reef habitats, and beneficial cross-generational effects to ocean acidification have been observed in multiple species (Miller et al., 2012; Monroe et al., 2021).

Transcriptional frontloading may be a useful framework for conceptualizing how parental effects alter gene expression patterns in offspring. It defines a type of acclimatory gene expression that occurs when exposure to a priming stressor elicits a persistent shift in the expression of stress response genes, enabling the organism to initiate a more rapid and efficient adaptive response upon subsequent challenges within its lifetime (Barshis et al., 2013; Hackerott et al., 2021). For example, reef-building corals (*Acropora hyacinthus*) from thermally variable environments show a frontloading of genes involved in thermal stress and exhibit a greater tolerance to bleaching compared with conspecifics from deeper, more thermally stable environments (Barshis et al., 2013). Likewise, juvenile Pacific geoduck clams (*Panopea generosa*) that were exposed to elevated *P*_CO_2__ during early development showed a frontloading of genes involved in maintaining homeostatic functions under acidification and consequently were more tolerant of repeated exposures later in life (Gurr et al., 2022). However, this framework has not yet been widely applied to detecting transcriptional effects associated with cross-generational plasticity. Transcriptional frontloading of certain stress response genes could enhance offspring tolerance to environmental stress experienced during the sensitive stages of early development.

Atlantic silverside (*Menidia menidia*) is a widespread and highly abundant forage fish that inhabits coastal ecosystems along the North American eastern seaboard (Hice et al., 2012). The early life stages of Atlantic silversides have been extensively studied for their sensitivity to low DO and elevated *P*_CO_2__, both individually and combined. Hypoxia has stronger impacts on survival, growth and respiration rates (Cross et al., 2019; DePasquale et al., 2015; Schwemmer et al., 2020); however, simultaneous exposure to elevated *P*_CO_2__ can increase offspring sensitivity to hypoxia by potentially raising the critical oxygen partial pressure and triggering the earlier onset of aquatic surface respiration (Miller et al., 2016; Schwemmer et al., 2020). Silversides are an annual, asynchronous batch-spawning species that reproduce multiple times at 2 week intervals during spring and summer in nearshore environments (Middaugh, 1981). Successive spawning events expose offspring to varying environmental conditions, as nearshore systems become more susceptible to co-occurring HypOA due to rising temperatures and increased biological productivity (Baumann et al., 2015; Murray et al., 2014). The asynchronous development of oocytes means that females complete vitellogenesis and the final stages of oocyte maturation in the days just prior to spawning (Concannon et al., 2021), allowing maternal effects and potential epigenetic influences from both sexes to adjust offspring phenotypes in response to environmental changes that occur between spawning events. These traits make silversides a useful model for studying cross-generational plasticity. Interestingly, the CO_2_ tolerance of wild silverside offspring increases seasonally, coinciding with the natural seasonal acidification of their spawning habitat (Baumann et al., 2018; Murray et al., 2014), though the mechanism underpinning this effect is unclear.

In this study, we explored cross-generational plasticity in Atlantic silversides under a combined exposure to low DO and elevated *P*_CO_2__, mimicking the naturally occurring HypOA conditions in their spawning environment (Baumann and Smith, 2017; Baumann et al., 2015). To test our prediction that parental environment between spawning events can influence offspring tolerance to environmental stress, we exposed reproductively mature wild Atlantic silversides for 10 days to either control conditions or a HypOA treatment. We reared their offspring in a factorial experimental design that produced four offspring treatment groups (Fig. 1). We monitored offspring survival and growth over the first 19 days of embryo and larval development, the period during which notochord flexion is typically completed, to test the prediction that parental exposure to HypOA would reduce the negative effects of direct HypOA exposure. Additionally, we used bulk RNA sequencing to examine gene expression in larvae, evaluating the prediction that cross-generational effects would involve the frontloading of genes associated with functional pathways promoting HypOA tolerance.

List of abbreviations

a.s.: air saturation
*A*_T_: total alkalinity
BP: biological process (gene ontology)
CC: control-treated parents and control-reared offspring
CER: constitutive expression ratio
CH: control-treated parents and HypOA-reared offspring
CPM: counts per million
DET: differentially expressed transcript
DIC: dissolved inorganic carbon
DO: dissolved oxygen
dpf: days post-fertilization
dph: days post-hatch
FC: fold-change
FDR: false discovery rate
FRC: fold-change ratio
GABA: gamma-aminobutyric acid
GO: gene ontology
HC: HypOA-treated parents and control-reared offspring
HH: HypOA-treated parents and HypOA-reared offspring
Hif: hypoxia induced factor
HypOA: concurrent hypoxia and acidification
IVF: *in vitro* fertilization
MF: molecular function (gene ontology)
*P*_CO_2__: partial pressure of CO_2_
pH_T_: pH on the total scale

**Fig. 1.**
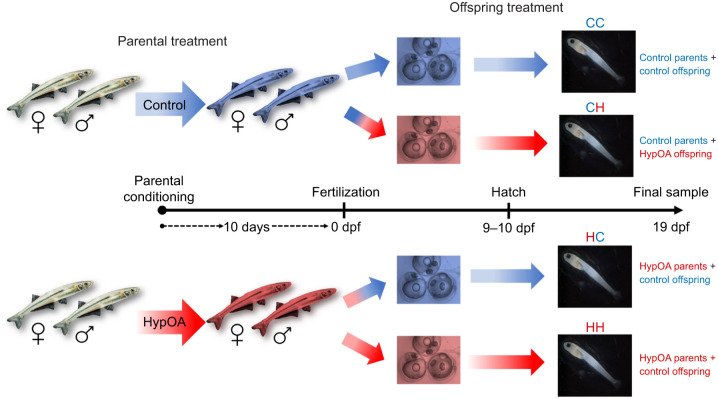
**Schematic diagram of the experimental design.** Wild mature Atlantic silversides were exposed to control or a combined hypoxia and acidification (HypOA) treatment. After fertilization, their embryos were split and reared under both treatments in a factorial design to create four offspring treatment groups: control-treated parents and control-reared offspring (CC), control-treated parents and HypOA-reared offspring (CH), HypOA-treated parents and control-reared offspring (HC) and HypOA-treated parents and HypOA-reared offspring (HH). The timeline in the center of the figure outlines the progression of the experimental phases: parental conditioning phase (10 day exposure), fertilization (0 days post-fertilization, dpf), embryo phase (0 to 9 or 10 dpf), and larval rearing phase (9 or 10 to 19 dpf). Larvae were counted and subsampled at hatch and at 19 dpf to measure embryo and larval survival as well as morphometric traits. RNA was extracted from an additional set of larvae at 19 dpf for transcriptomic analysis.

## MATERIALS AND METHODS

### Experimental treatments

We implemented two experimental treatment levels: a control treatment with DO set to 100% air saturation (a.s.; or 7.3 mg l^−1^) combined with 670 µatm *P*_CO_2__ (7.83 pH total scale, pH_T_), and a HypOA treatment with a DO at 40% a.s. (or 3.0 mg l^−1^) combined with 2300 µatm *P*_CO_2__ (7.33 pH_T_). The control *P*_CO_2__ is higher than atmospheric and typical open ocean *P*_CO_2__ (∼430 µatm) but reflects the typical conditions observed in the productive nearshore systems where Atlantic silversides reproduce (Baumann et al., 2015). Conversely, the HypOA treatment is based on long-term monitoring of co-varying pH and DO in a coastal salt marsh and reflects conditions during periods of intense net heterotrophy (Baumann et al., 2015; Cross et al., 2019). Past studies have shown that this specific combination of low DO and elevated *P*_CO_2__ moderately reduces the survival, growth and oxygen consumption rates in Atlantic silverside embryos and larvae but does not cause the near-total mortality seen in more extreme HypOA conditions, which would complicate interpreting parental effects (Cross et al., 2019; Schwemmer et al., 2020). A seawater temperature of 21°C was used for all experimental protocols, as this matches the seasonal temperature at the collection site of wild adult Atlantic silverside and is close to the optimal temperature for the growth and survival of their offspring (Murray and Baumann, 2018). Note that offspring were exposed to static experimental conditions, whereas adults experienced fluctuating treatment conditions, as described below.

### Description of the experimental system

The experiment was conducted at the Environmental Systems Laboratory (ESL) facility at the Woods Hole Oceanographic Institution (WHOI) in an automated experimental seawater system composed of eight 900 l circular tanks (four tanks each for control and HypOA treatment) and one 600 l mixing tank. A schematic diagram of the experimental setup is shown in Fig. S1. Each 900 l tank was outfitted with multiple 20 l rearing containers (white buckets fitted with six 3 cm flowthrough holes covered in 300 µm screening) to accommodate embryos and larvae. The four control tanks received temperature-controlled seawater (21°C) sourced from Vineyard Sound (sand-filtered, UV-sterilized and maintained at the control treatment DO and *P*_CO_2__). HypOA treatment conditions were maintained within the mixing tank using custom software developed in Arduino IDE and operated by a Teensy 4.1 Development Board. Briefly, the mixing tank received a continuous flow of ambient seawater, with DO, pH and temperature measured every 10 s by Pyroscience Ultra Compact (PICO) DO and pH meters, fitted with fiberoptic DO or pH sensors and PT100 temperature sensors. Calibration of the probes was performed weekly according to the manufacturer's guidelines using oxygen and pH_T_ calibration solutions provided by Pyroscience. HypOA levels were regulated through a simple feedback mechanism: when the current DO or pH exceeded the treatment set point, the software opened a solenoid valve to introduce compressed gas (N_2_ or CO_2_) into ultrafine gas-diffusers positioned at the bottom of the mixing tank until the setpoint was reached. The software was optimized to implement brief and precisely controlled gas additions, ensuring stable DO and pH conditions in the mixing tank. Adjusted HypOA seawater was continuously pumped to the main tanks and individual rearing containers.

DO levels in individual rearing units were cross-verified using a handheld Pyroscience Firesting-GO2 meter fitted with an optical DO sensor. A two-point calibration (100% and 0% DO) was performed daily using air-saturated seawater and a concentrated NaSO_3_ seawater solution. pH conditions were verified via a Hach HQ11D pH meter fitted with a Hach PHC28101 IntelliCal pH probe. The probe was calibrated daily using pH_T_ buffers from PyroScience. To validate target *P*_CO_2__ conditions, seawater was sampled every 1–2 days from one of the replicate rearing containers per offspring treatment group, resulting in 12 seawater samples per offspring treatment group during the 19 day experiment. Seawater samples were sterilized with mercuric chloride and stored in sealed bottles for later analysis of carbon chemistry parameters. Temperature and salinity (via refractometer) were recorded at the time of sampling. Samples were measured in triplicate for dissolved inorganic carbon (DIC) using an Apollo AS-D1 analyzer connected to a Picarro G-2121i cavity ringdown system. Total alkalinity (*A*_T_) was measured using an open-system Gran titration on 5 ml samples in triplicate, using a Metrohm 805 Dosimat and a robotic Titrosampler. Both systems were calibrated against seawater-certified reference materials (Dickson, 2024). The remaining *in situ* carbon chemistry parameters of pH_T_, *P*_CO_2__, bicarbonate and carbonate ions were calculated using the R package *seacarb* (https://cran.r-project.org/package=seacarb) based on direct measurements of DIC, *A*_T_ and the salinity and temperature at the time of water sampling. Equilibrium constants for the dissociation of carbonic acid in seawater (*K*_1_ and *K*­_2_) followed Mehrbach et al. (1973), refitted by Dickson and Millero (1987). The constant for KHSO_4_ followed Dickson (1990). Measured and derived carbon chemistry parameters are listed in Table 1.

**Table 1.** Summary of treatment conditions

Group	Temperature (°C)	DO (% a.s.)	pH_T_ (spot check)	DIC (μmol kg^−1^)	*A*_T_ (μmol kg^−1^)	*P*_CO_2__ (μatm)	pH_T_ (calculated)
CC	21.0±0.4	100.2±2.1	7.80±0.06	1962±16	2104±13	671±53	7.82±0.03
CH	21.1±0.4	40.6±9.9	7.33±0.05	2115±14	2101±11	2253±203	7.34±0.04
HC	21.0±0.4	100.3±1.9	7.79±0.07	1964±20	2106±12	671±77	7.83±0.05
HH	21.1±0.4	40.1±7.3	7.32±0.04	2117±14	2101±12	2304±233	7.33±0.05

Values are presented as offspring treatment means (±s.d.). Temperature, dissolved oxygen (DO; % air saturation, a.s.) and pH on the total scale [pH_T_ (spot check)] were obtained from daily spot check measurements using handheld dip probes (*N*=20). Dissolved inorganic carbon (DIC) and total alkalinity (*A*_T_) were measured directly from preserved seawater samples (*N*=12). *P*_CO_2__ and pH_T_ (calculated) were calculated from measured DIC, *A*_T_, temperature and salinity.

### Wild fish collection and care

Animal welfare protocols and experimental procedures followed guidelines set forth by WHOI's Institutional Animal Care and Use Committee (WHOI protocol #28188). Wild adult Atlantic silversides, *Menidia menidia* (Linnaeus 1766), were collected on 31 May 2022 by beach seine (30×2 m) from a single location in Mumford Cove, CT, USA, a small seagrass-dominated embayment connected to eastern Long Island Sound (41.32°N, 72.02°W). Fish were transported in an aerated cooler to the ESL where they were separated by sex and then into two groups for treatment with either control or HypOA conditions (34 males and 37 females per treatment group). Adults were acclimated to laboratory conditions for 5 days in large circular tanks (one tank per sex and treatment group). Tanks received a continuous flow (5 l min^−1^) of ambient seawater. Fish were hand fed to satiation twice daily with frozen adult brine shrimp and blood worms (San Francisco Bay Brand).

### Parental acclimation and fertilization protocols

Following the initial 5 day acclimation period, adult fish were exposed to their respective experimental treatment conditions for 10 days. Parental treatment with HypOA involved exposure to a fluctuating DO and *P*_CO_2__ regime [control treatment: 07:00–19:00 h; HypOA treatment: 19:00–07:00 h], mimicking the diurnal fluctuations and nocturnal hypoxia and acidification that characterize nearshore marine environments (Baumann et al., 2015). Flowrates to all adult tanks were maintained at 5 l min^−1^ and continuous DO measurements of adult HypOA tanks and DO and pH conditions in the mixing tank are displayed in Fig. S2. We implemented a fluctuating HypOA protocol over a static treatment out of concerns that chronic exposure to HypOA conditions might strongly affect reproductive success. Adults were hand-fed frozen brine shrimp and blood worms to satiation twice daily. Following acclimation, separate *in vitro* fertilizations (IVF) were conducted for each parental group, following established protocols (Murray and Baumann, 2018; Murray et al., 2017). These methods are optimized to produce maximum genetic diversity within experimental replicates (Malvezzi et al., 2015). For each parental group, 17–20 males and 7 females contributed gametes during fertilization. Their lengths and mass are reported in Table S1. Embryos were screened within 1 h of IVF and viable embryos were selected for rearing.

### Offspring rearing and sampling

Embryos were reared in 500 ml plastic cups with 300 µm screened bottoms that were floated inside the 20 l rearing containers. For calculating survival traits, 50 embryos were allotted to replicate rearing cups (*N*=4 replicate cups per offspring treatment group). For measuring growth and transcriptomic analysis, an additional rearing cup was allotted 200 embryos to serve as a source for subsamples (*N*=4 replicate cups per offspring treatment group). See Fig. S1 for an overview of the experimental setup. Seawater lines were positioned directly inside all embryo cups to provide a direct seawater flow over embryos (30 ml min^−1^). Initially, all rearing containers received a flowthrough of control seawater and the introduction of HypOA-adjusted seawater into designated replicates began 4 h post-fertilization. Static experimental conditions were maintained for the duration of the experiment. Spot-check measurement of all rearing containers for DO, pH and temperature was carried out at least once daily using handheld GO2 and Hach pH meters. A summary of the spot-check measurements is provided in Table 1.

Starting 6 days post-fertilization (dpf), replicates were checked in the morning for newly hatched larvae. Hatchlings from survival replicates were counted and moved to a new 20 l container to monitor post-hatch survival (flowthrough increased to 120 ml min^−1^). Subsamples for morphometric analysis at hatch (*N*=10) were collected on the first morning when a growth replicate had at least 20 new hatchlings. The larvae were euthanized by an overdose of MS-222 and were fixed in 4% neutrally buffered formalin for 24 h and transferred to 75% ethanol for storage. The remaining hatchlings from growth replicates were moved to a new 20 l container for continued rearing. Larvae were fed daily with newly hatched brine shrimp nauplii (San Francisco Bay strain) at an initial concentration of 2–3 nauplii ml^−1^. Replicate vessels were siphoned daily for uneaten food and waste. The continuous seawater flow through ensured that ammonia levels remained near 0 ppm, verified daily using an API Ammonia Test Kit. At 19 dpf [9 or 10 days post-hatch (dph) based on the treatment and hatch timing] the survival replicates were recounted to determine the final survival rate. Larvae were subsampled for morphometric measurements (*N*=12) as described above. Additionally, a subset of larvae (19 dpf) was sampled individually (*N*=6 per treatment, two larvae from three of the replicate rearing containers) and immediately snap-frozen in liquid nitrogen and stored at −80°C for subsequent RNAseq analysis. We chose to sample all larvae at the same absolute age for RNAseq, despite the likelihood that HypOA conditions would result in smaller, less developed larvae. This approach ensured consistency with other measured traits and minimized potential confounding factors associated with varying absolute ages.

Formalin-preserved larvae were laterally photographed using a digital camera attached to a dissecting microscope. Morphometric measurements were made using ImageJ2 (v.1.53; Rueden et al., 2017). Newly hatched larvae were measured for four traits: standard length (tip of the snout to the end of the notochord; nearest 0.01 mm), eye diameter (anterior to posterior diameter of the left eye, 0.01 mm), body depth (myomere height immediately posterior to the anus, 0.01 mm) and yolk sac profile area (0.01 mm^2^). The larvae sampled at 19 dpf were measured for standard length, body depth and eye diameter.

### RNA extraction and sequencing

Total RNA was extracted from individual larvae (*N*=6 per offspring treatment group; 4 treatments) using the Qiagen RNeasy Mini extraction kit following the manufacturer’s guidelines. RNA purity was confirmed using a Nanodrop 2000 Spectrophotometer and total RNA concentration was quantified using a Qubit fluorometer. The RNA samples were shipped on dry ice to Novogene Inc. (Sacramento, CA, USA), where quality was assessed using Agilent Bioanalyzer (RIN>9.3 for all samples). An NEBNext Ultra™ II Directional RNA Library Prep Kit was used for library generation and sequencing was carried out on a NovaSeq 6000 platform (150 bp paired-end reads) at a sequencing depth of 20 million reads per sample.

### Bioinformatics

Initial data processing involved trimming reads to remove adapter sequences, reads with unknown bases and low-quality reads using the default settings for paired-end data in Fastp v.0.23.4 (Chen et al., 2018). Sequencing produced a mean±s.d. of 17.74±1.39 million clean reads per sample. The STAR v.2.6.1d tool (Dobin et al., 2013) was used to align reads to a high-quality *M. menidia* reference genome (Jacobs et al., 2024). Gene count quantification for each sample was performed using HTseq-count v.0.11.1 (Anders et al., 2015). On average, 73.0±1.2% of clean reads were mapped to the *M. menidia* genome across samples, resulting in the annotation of 17,263 unique coding sequences (transcripts). 

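The counts deposited for each of the 24 larvae list 20651 transcript entries, which belong to 20210 annotated genes, followed by the read classes that HTSeq-count left unassigned. Over all classes 73.3±1.22% of a larva's reads were counted on transcripts (mean±s.d., n=24 larvae). A mean of 20.8% of reads fell on no annotated feature, 5.32% were placed at several sites and 0.563% were ambiguous between features. The share on no feature ranged from 19.2% to 22.99% between larvae. After summing the entries of each gene and filtering lowly expressed genes with edgeR's filterByExpr, 17262 transcripts were kept.

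**Figure D1:**
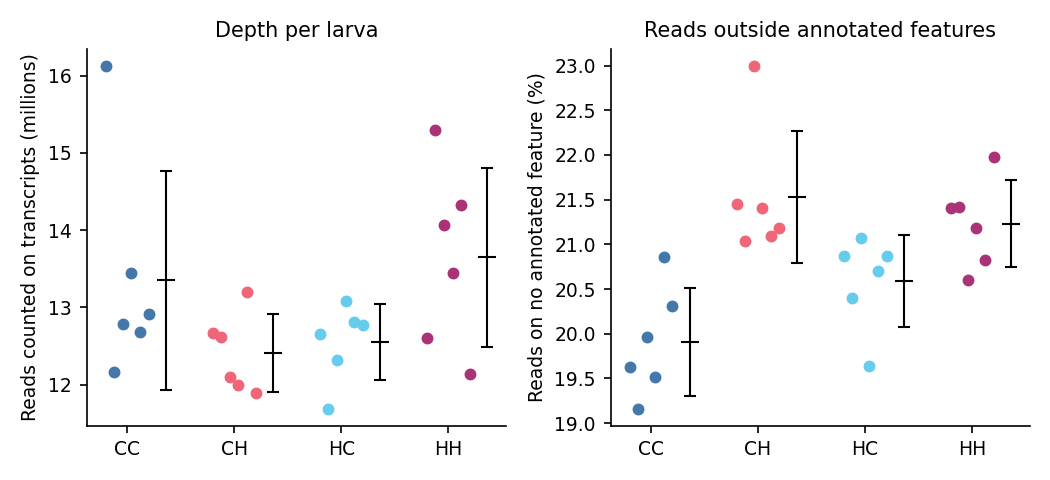
Reads counted on transcripts (left) and reads on no annotated feature (percent of all reads, right) for each larva of the CC, CH, HC and HH groups (the first letter is the parental and the second the offspring treatment, C for control and H for HypOA). Points are larvae, the black bar and whiskers are the group mean±s.d. (n=6), and the vertical axes do not start at 0; the larva with 22.99% of its reads on no feature belongs to CH.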

We focused our analysis on 15,517 transcripts with annotations for NCBI gene symbols and Gene Ontology (GO) terms (The Gene Ontology Consortium, 2018).

### Statistical analysis of survival and growth traits

Statistical procedures were completed using R (v.4.0.2) in RStudio (v.1.3). Model performance and adherence to assumptions were confirmed using the *Performance* package (https://CRAN.R-project.org/package=performance). Statistical significance was set at α=0.05. Results are presented as treatment means±s.d. unless specified otherwise. Time (days) to peak hatch was calculated for each replicate (i.e. the day with the highest hatch count). Replicate survival was quantified for two intervals: embryo survival (ratio of total hatch count over the initial 50 embryos) and larval survival (ratio of larvae surviving at 19 dpf over initial hatch count). Ratio data were logit transformed prior to testing (Warton and Hui, 2011). The individual and interactive effects of offspring×parental treatment conditions on peak hatch and survival traits were examined using two-way analysis of variance (ANOVA).

The individual and interactive effects of offspring×parental treatments on standard length at hatch, yolk sac area at hatch and standard length at trial termination were analyzed using mixed-effects ANOVA (Satterthwaite's degrees of freedom method) using the *lme4* and *lmerTest* R packages (Bates et al., 2015; Kuznetsova et al., 2017). Replicate ID was set as a random factor to account for the shared environment of larvae sampled from the same rearing container. We calculated size-independent indices for body depth and eye width. Standardized residuals were derived from a common linear regression fit with standard length using all samples pooled across treatments for each age group (Fig. S3). We used mixed-effect ANOVA, as described above, to test treatment effects on normalized body depth and normalized eye width for larvae of each age. A larval growth rate (mm day^−1^) was computed for each subsample replicate as the average final standard length minus the average hatch standard length divided by the growth interval in days. Treatment effects on larval growth rates were analyzed by two-way ANOVA. *Post hoc* multiple-comparison tests were conducted using Tukey's HSD via the R package *emmeans* (https://CRAN.R-project.org/package=emmeans).

### Statistical analysis of RNAseq data

Aligned gene counts from all samples were assembled into a gene-level DGEList, filtered, and normalized using the R package *edgeR* v.3.40.2 (Robinson et al., 2010). Lowly expressed genes were filtered out using the function filterByExpr (default parameters). Raw counts were normalized (calcNormFactors function, TMM method) and PERMANOVA (1×10^6^ permutations) was used to test significant effects of parental and offspring HypOA exposure on global gene expression. Sample ordination was visualized using PCoA (Manhattan distances) in the *vegan* package (https://github.com/vegandevs/vegan). Differentially expressed transcripts (DETs) between each pairwise treatment comparison were identified using gene-wise negative binomial generalized linear models, implemented with the glmQLFit and glmQLFTest functions. We used this model to identify genes significantly affected by the interaction between parental and offspring environments. Significance of DETs was determined at a false discovery rate (FDR) of <0.05. Furthermore, we used the CAMERA function in edgeR, a competitive gene set test (Wu and Smyth, 2012), to test whether genes affected by offspring HypOA exposure in one parental group exhibited a statistically similar response in the other. To explore potential evidence of transcriptional frontloading in larvae from HypOA-treated parents, we conducted an exploratory analysis using methods adapted from Barshis et al. (2013). Additional details and results of this analysis are provided in the Appendix.

To determine the functional patterns associated with changes in gene expression, we assessed DETs from different sets of pairwise comparisons for significantly enriched (adjusted *P*<0.10) GO biological process (BP) and GO molecular function (MF) terms using the enricher function in *ClusterProfiler* v.4.6.2 (Wu et al., 2021). The background gene list included all expressed transcripts in the filtered DGEList. Redundancy reduction amongst enriched terms was carried out using the R package *rrvgo* (Sayols, 2023). A similarity matrix was generated based on the frequency of shared genes between GO terms using the calculateSimMatrix function (Wang method) and similar terms were clustered into groups using the reduceSimMatrix function (similarity threshold of 0.7). Parent terms for each cluster were chosen based on the term with the lowest *P*-value. Heatmaps were plotted using the R package *complexHeatmap* (Gu et al., 2016).

## RESULTS

### Survival and hatching

Embryo survival was significantly affected by a parental×offspring interactive effect (ANOVA, *P=*0.017; Fig. 2A). HypOA exposure significantly reduced the survival of embryos from control parents (Tukey's HSD, *P*=0.006; Fig. 2A). However, there was no difference in the survival rates of embryos reared under HypOA and control conditions from HypOA-treated adults (Tukey's HSD, *P=*0.9901; Fig. 2A). Overall, embryo survival from HypOA-treated adults fell between the survival rates of the CC and CH groups. Consequently, there was no significant difference in survival between parental groups within each offspring treatment (Fig. 2A). Time to peak hatch was 9 dpf in embryos reared under the control treatment and this was delayed by 1 day (10 dpf) in embryos exposed to HypOA (ANOVA, *P=*0.001). Parental treatment had no effect on time to hatch. Larval survival was generally high and not significantly affected by offspring treatment but was significantly lower in offspring from HypOA-exposed parents when averaged across offspring treatments (ANOVA, *P*=0.022; Fig. 2B).

**Fig. 2.**
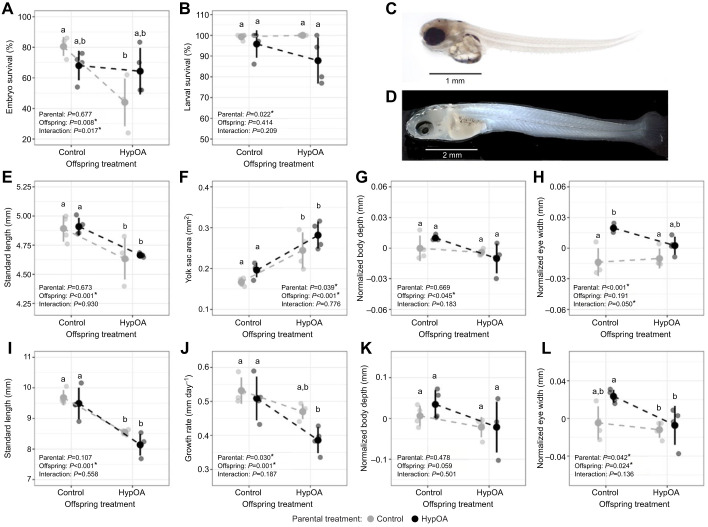
**Treatment effects on offspring survival and morphometric traits.** (A) Embryo survival (fertilization to hatch, *N*=4) and (B) post-hatch larval survival (hatch to 19 dpf, *N*=4). Images of (C) newly hatched larvae (9 dpf) and (D) larvae at 19 dpf or 10 days post-hatch. (E) Standard length at hatch (*N*=10); (F) yolk sac profile area at hatch (*N*=10); (G) normalized body depth at hatch (*N*=10); (H) normalized eye width at hatch (*N*=10); (I) final standard length (*N*=12); (J) post-hatch growth rate (*N*=4); (K) final normalized body depth (*N*=12); and  (L) final normalized eye width (*N*=12). Large circles show treatment mean values and vertical lines indicate ±s.d. calculated from treatment mean values. Small circles show replicate mean values. Dashed lines show reaction norms by parental treatment. Significance levels (*P-*values) are presented from two-way ANOVA (survival and growth rate) or two-way mixed effect ANOVA (morphometric traits) testing the effects of parental and offspring treatments and their interaction. Differing letters above or below each group indicate significant pairwise differences in survival (Tukey's HSD, *P<*0.05).

### Growth

Embryos reared under HypOA were 5.2% shorter at hatch (mixed-effect ANOVA, *P*<0.001; Fig. 2E) and had yolk sacs that were 42% larger than those of control-reared embryos (mixed-effect ANOVA, *P*<0.001; Fig. 2F). Parental treatment did not influence standard length of hatchlings (Fig. 2E). Yolk sacs were 14% larger in hatchlings from HypOA-treated parents when averaged across offspring treatments (mixed-effect ANOVA, *P*=0.039), but pairwise comparisons did not find significant differences within offspring treatment (Fig. 2F). Normalized body depth at hatch was significantly smaller in offspring reared under HypOA (mixed-effect ANOVA, *P*=0.045), but no significant differences were observed between individual treatment groups (Fig. 2G). On average, normalized eye width was significantly larger in hatchlings from HypOA-treated parents (mixed-effect ANOVA, *P*<0.001; Fig. 2H). This effect was primarily driven by the relatively large eyes exhibited by the HC group (Fig. 2H), indicating a potential parental×offspring treatment interaction, though the effect was not significant (mixed-effect ANOVA, *P*=0.051).

At trial termination (19 dpf), larvae reared under HypOA were 12.9% shorter in length compared with larvae reared under control conditions (mixed-effect ANOVA, *P<*0.001; Fig. 2I). This resulted in a 17.7% reduction in post-hatch growth rate in comparison to larvae reared in control conditions (mixed-effect ANOVA, *P=*0.001; Fig. 2J). Additionally, the average growth rate of larvae from HypOA-treated parents was 10.8% lower relative to that of larval groups from control parents (mixed-effect ANOVA, *P=*0.030; Fig. 2J). The interactive effect on growth rate was not significant, but the additive effect of parental and offspring HypOA exposure meant that HH larvae displayed the slowest overall larval growth, though not significantly different from that of CH larvae (Tukey's HSD, *P=*0.076; Fig. 2J). Normalized body depth was not statistically different between treatment groups (Fig. 2K). However, normalized eye width was significantly affected by both parental treatment (mixed-effect ANOVA, *P=*0.042) and offspring treatment (mixed-effect ANOVA, *P=*0.024; Fig. 2L). This effect was primarily driven by the HC group, which exhibited larger eyes on average compared with all other groups (Fig. 2L).

### Treatment effects on global gene expression

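RNA from 24 individual whole larvae was sequenced at 19 dpf, 6 in each of 4 groups. The CC and CH larvae came from control parents and the HC and HH larvae from parents held under HypOA at night before spawning; CC and HC larvae were reared under control conditions and CH and HH larvae under HypOA. For offspring rearing, the paper gives DO at 100% a.s. with 670 µatm PCO2 in the control and 40% a.s. with 2300 µatm under HypOA at 21°C, whereas the sample labels give 600 µatm in the control, 35% with 2500 µatm under HypOA, and 20°C. The paper's levels are used here. The paper states that the larvae of a treatment came from 3 rearing containers, 2 larvae from each. The labels do not say which larvae shared a container, so containers could not be modelled and larvae were treated as independent. The authors trimmed paired-end reads of directional libraries with Fastp, aligned them with STAR to the silverside genome and counted them per transcript with HTSeq-count. The strand and overlap options of the counting are not given in the sources used here, so transcripts that overlap, or that share reads with near-identical copies, carry counts of uncertain assignment. The deposited values are raw counts.
Counted reads ranged from 12165061 to 16120500 in CC larvae (median 12848760.5), from 11894042 to 13194006 in CH (median 12353023), from 11688851 to 13077214 in HC (median 12707670) and from 12136995 to 15294834 in HH (median 13758847). No library was found to be a copy of another, since counts of larvae of one group differed by at least 13.1 times the sampling noise (chi-square per degree of freedom over transcripts). The 10 most abundant transcripts took between 19.8% and 28.3% of a larva's counts. From the counts, library sizes were scaled by TMM factors, and all 24 larvae entered a single edgeR quasi-likelihood fit with 1 coefficient per group, after the paper's methods. Transcripts with a Benjamini-Hochberg FDR below 0.05 were called DETs. The common biological coefficient of variation was 0.248. Standard errors of log2 fold changes are those implied by the F test. Gene symbols were taken from the part of the paper's Dataset 1 that could be read, the first 1299 of its 103554 rows, which hold only transcripts with an FDR up to 0.039 in CH versus CC. Every transcript given with a symbol was therefore among those that the paper had called in that comparison, and its change in CH versus CC is not independent evidence.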

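Manhattan distances between the 24 larvae were computed on log2 CPM (prior count 2) over the 17262 transcripts. In a PERMANOVA with both treatments and their interaction, offspring treatment accounted for 10.5% of the variation between larvae (R2=0.105, permutation p=1.6e-04) and parental treatment for 7.55% (R2=0.0755, permutation p=0.0078). With each larva left out in turn, R2 lay between 0.0973 and 0.115 for offspring treatment and between 0.0729 and 0.0856 for parental treatment, and the permutation p of each term stayed below 0.05. Of the other settings, leaving out the filter on low counts moved the offspring term most (R2=0.0976), and Euclidean distances moved the parental term most (R2=0.0706). The larvae of a parental treatment came from the pooled gametes of the same group of parents. The paper also lists shorter and lighter females in the HypOA-treated group. Permuting larvae therefore cannot separate parental treatment from parental pool, here or in the later tests between parental treatments.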

Analysis of RNAseq data with two-way PERMANOVA showed that global gene expression in silverside larvae was affected by both offspring (*P<*0.001, *R*^2^=0.106) and parental treatment conditions (*P=*0.008, *R*^2^=0.075; Fig. 3A). 

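The interaction of parental and offspring treatment accounted for R2=0.0527 of the variation between larvae (permutation p=0.101). Leaving out each larva in turn gave R2 from 0.0466, without CC 1, to 0.0627, without CC 3. Without CC 3 the interaction passed the threshold (permutation p=0.0404), and no other larva left out brought it below 0.05.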

There was no interactive effect (Fig. 3A). Ordination using PCoA revealed distinct separation among the four treatment groups (Fig. 3A). 

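The leading principal coordinate held 19.2% of the variation between larvae and the next 12.2%. On the leading axis the CC larvae had a mean of -2198±2514 (s.d., n=6) and the CH larvae 1929±2293, in units of summed log2 CPM differences. HC larvae had -342±1672 and HH larvae 611±1398. Along PC2 the means were -1806±1577 in CC, 548±2131 in CH, 114±1963 in HC and 1143±721 in HH. The 6 pairs of groups were compared on both axes by exact permutation tests (two-sided), 12 tests in all. The smallest p-values were 0.00433 for HH versus CC on PC2 (exact permutation test, BH-adjusted p=0.0519) and 0.0173 for CH versus CC on PC1 (exact permutation test, BH-adjusted p=0.104). HH versus CC on PC1 had an exact permutation p of 0.0411 (adjusted 0.165). None of the 12 adjusted values was below 0.05.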

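Distances between the mean profiles of the groups were summed over all tested transcripts. CC lay 5043 from CH, 4952 from HH and 3785 from HC. HC lay 4149 from CH and 3268 from HH, and CH lay 3937 from HH. The HC profile was thus nearer to both CC and HH than CC was to either group reared under HypOA. The mean distance between single larvae was 8794 for CC and CH, 8273 for CC and HH, 7741 for CC and HC and 6956 for HC and HH, so distances between larvae exceeded those between group means throughout. No separate test was run on these distances.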

Larvae reared in HypOA (CH and HH) were clustered away from the CC group, whereas larvae from the HC group replicates were positioned between the other clusters (Fig. 3A). 

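The distance of each larva to the centroid of its own group, in the same Manhattan units, was 5087±560 in CC (mean±s.d., n=6), 5107±424 in CH, 4474±373 in HC and 4192±430 in HH. Larvae of HypOA-treated parents lay on average 764 closer to their centroid, since the difference from larvae of control parents was -764 (permutation test within offspring treatments, two-sided, 100000 draws, p=6.1e-04). Among the 6 pairs of groups, HH differed from CH by -916 (exact permutation test, p=0.00433, BH-adjusted p=0.0260), HH from CC by -895 (exact permutation p=0.0173, adjusted 0.0390) and CH from HC by 633 (exact permutation p=0.0195, adjusted 0.0390). HC and CC differed by -613, which did not pass (exact permutation p=0.0584, adjusted 0.0877).

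**Figure D2:**
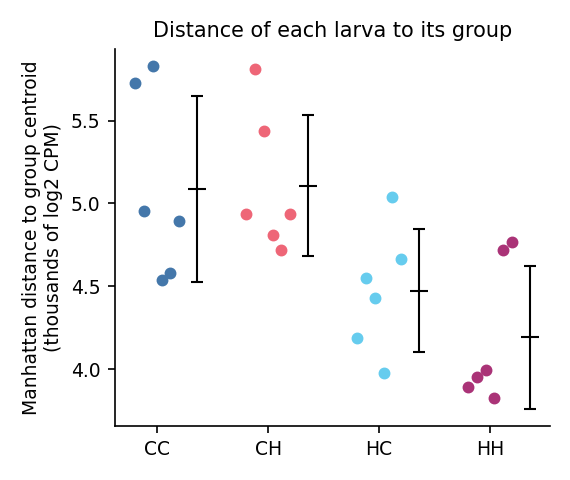
Manhattan distance of each larva to the centroid of its group, in log2 CPM summed over transcripts (vertical axis, scaled as its label states, not starting at 0), by group. Points are larvae and the black bar and whiskers are the mean±s.d. (n=6); means are 5087 in CC, 5107 in CH, 4474 in HC and 4192 in HH.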

In general, offspring from HypOA-treated parents clustered more closely than those from control parents (Fig. 3A). Intra-treatment transcript-wise variation in expression was greater within the CC and CH groups as compared with HC and HH larvae (Fig. 3B).

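The variance of log2 CPM across the 6 larvae of a group was computed for each of the 17262 transcripts. Its median was 0.106 in CC, 0.103 in CH, 0.0763 in HC and 0.0668 in HH. The median in HC was lower than in CC by a difference of -0.0292 (exact permutation of the larvae, two-sided, p=0.0433), and the median in HH lower than in CH by -0.0363 (exact permutation p=0.0152). Over both offspring treatments the difference between HypOA-treated and control parents was -0.0327 (permutation test, 100000 draws, p=5.8e-04). Within a parental treatment the medians differed by -0.00252 between CH and CC (exact permutation p=0.857) and by -0.00953 between HH and HC (exact permutation p=0.353). The variance was lower in HC than in CC for 61.7% of transcripts and lower in HH than in CH for 65.7%. Among the 10905 transcripts with a mean log2 CPM above 3, the medians were 0.0725 in CC, 0.0681 in CH, 0.0499 in HC and 0.0425 in HH.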

**Fig. 3.**
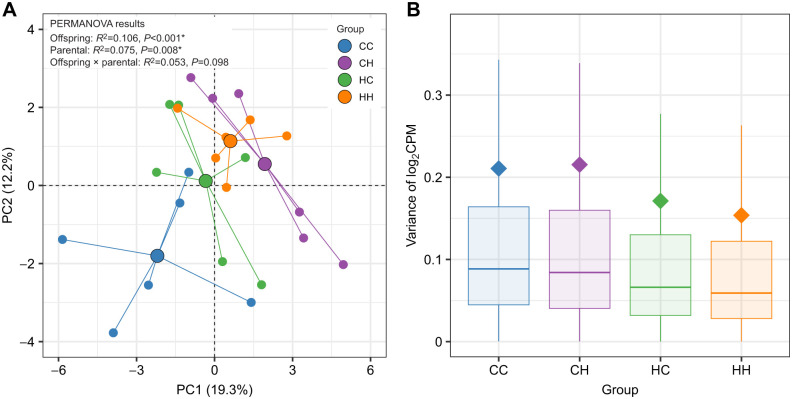
**Treatment effects on global gene expression.** (A) Results from principal coordinate (PC) analysis. Small colored circles represent the coordinates of individual samples (*N*=6), and they are connected to large colored circles, which represent the average coordinate position for each treatment group. The distances between points reflect the similarity in gene expression profiles among individual larvae and treatments. The results of a two-way PERMANOVA are presented in the top left of the panel, demonstrating the influence of both parental and offspring treatment conditions on the gene expression patterns observed. (B) Gene-wise variance of log_2_ counts per million (CPM) across treatment groups. Colored boxes indicate the interquartile range, while the vertical lines extend to 1.5 times the interquartile range. The horizontal bar represents the median value for each treatment, and the colored diamond denotes the mean values. For clarity, individual variance values that fall outside the range are not shown in the plot.

### Pairwise treatment tests of differential expression

Pairwise comparisons between the overall control group and the two groups that were directly exposed to HypOA revealed similar numbers of DETs. The CH versus CC comparison found 1606 DETs, while the HH versus CC comparison identified 1520 DETs (Fig. 4A). 

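In CH versus CC, 1597 of the 17262 tested transcripts were DETs, of which 861 were upregulated and 736 downregulated. HH versus CC gave 1520, with 900 upregulated and 620 downregulated. The number with an unadjusted p below 0.05 was 4388 in CH versus CC and 4429 in HH versus CC, where 863.1 would be reached by chance. The median size of the log2 fold change among DETs was 0.63 in CH versus CC and 0.61 in HH versus CC. Of the 1299 rows of the paper's Dataset 1 that could be read, all changed in the same direction here and 1298 were also called, with a median difference in log2 fold change of 0.00256. Fitting CC and CH larvae alone, without the spread of the other groups, moved the count most and gave 544 DETs. DESeq2 called 2092 and 2052 in these comparisons, and limma-voom 1445 and 1460.
The counts depended on single larvae. CH versus CC gave 849 DETs without CC 1 and 856 without CC 2, and stayed within 1.5 times 1597 with any other larva left out, up to 2054 without CC 3. HH versus CC gave 821 without HH 6, 895 without CC 4, 911 without CC 2 and 955 without HH 1. The largest changes among DETs in which each larva of a group lay beyond the median of the other were in transcripts of a hemoglobin (HBBA), myoglobin, trypsins (TRY1, TRY3) and an elastase (CEL2A). In HH versus CC, mme00179, which had no symbol in the rows read, also ranked among them, with 1.43±1.71 CPM in HH and 0.211±0.383 CPM in CC (log2 fold change 2.80, SE 0.75, edgeR FDR 0.0208). This low transcript lost its call without CC 2 (FDR 0.0535), CC 4 (FDR 0.0537) or HH 4 (FDR 0.0975), and its log2 fold change was 1.85 without HH 4 and 4.38 without CC 6.

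**Figure D3:**
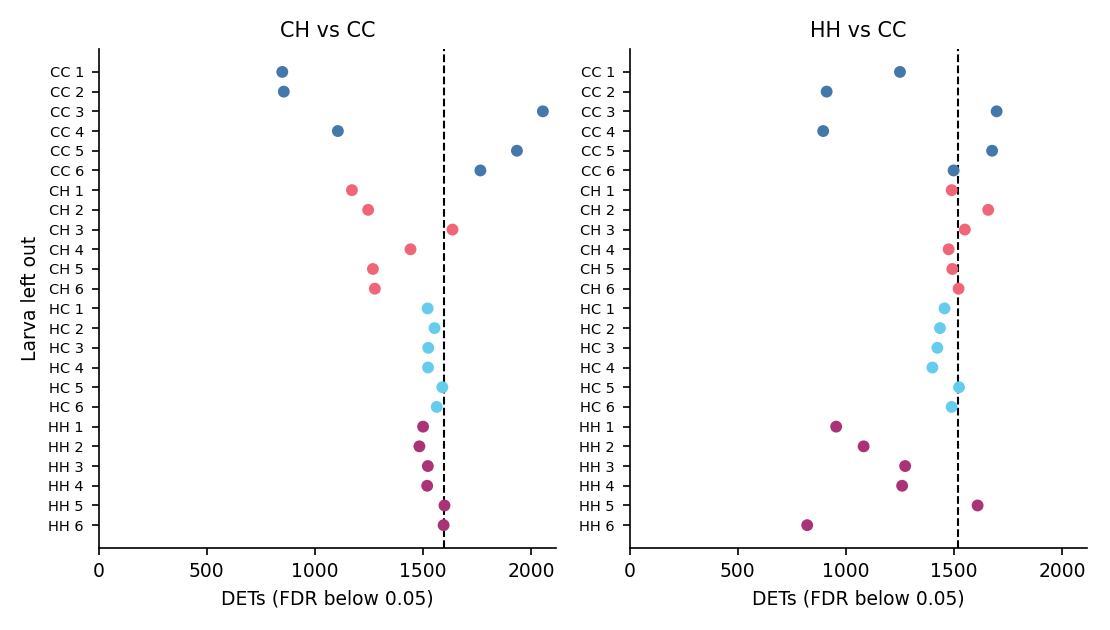
Number of DETs (FDR below 0.05, horizontal axis) in CH versus CC (left) and HH versus CC (right) with each of the 24 larvae left out of the edgeR fit in turn (vertical axis). Points are colored by group, and the dashed line marks the count with all larvae, 1597 and 1520; the lowest points are CC 1 in CH versus CC (849) and HH 6 in HH versus CC (821).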

Notably, over half of the DETs in the HH versus CC comparison differed from those found in the CH versus CC comparison (Fig. 4B). In contrast, fewer DETs were detected when comparing the groups reared in HypOA with the larval group obtained from HypOA-treated parents and reared under control conditions, with only 4 DETs detected in the HH versus HC comparison and 49 DETs in the CH versus HC comparison (Fig. 4A). 

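Of the 1520 DETs in HH versus CC, 712 were also DETs in CH versus CC and changed in the same direction, 459 up and 253 down. The remaining 808 (53.2%) were not called in CH versus CC. Of these 808, 97.3% changed in the same direction in CH versus CC and 376 had an unadjusted p below 0.05 there, while a single transcript of the 808 was a DET in the direct comparison of HH with CH (322 with an unadjusted p below 0.05). Of the 885 DETs found in CH versus CC alone, 96.2% changed in the same direction in HH versus CC. Across all tested transcripts, the log2 fold changes of both comparisons correlated with Pearson's r=0.702 and Spearman's rho=0.653, where transcripts are not independent replicates.
Both comparisons use the same CC larvae, so part of this overlap arises without any shared response. In 100 draws of unchanged groups set against those controls, taking top lists as long as the DET lists, a median of 363 transcripts (range 131 to 900) were shared in the same direction, against 693 shared in the top lists observed. Counting the observed data along with the 100 draws, 2 were as large. The draws pooled the spread of all groups, while CC had the largest median variance, so they may understate what the shared CC larvae give. For all transcripts, r was 0.480 in the unchanged groups (median) against 0.691 on the same log2 CPM scale, with 6 as large counted in the same way. The same-direction share outside the overlap was 83.3% (median) against 96.4%, with 5 as large, the observed data again counted. The number of shared DETs fell to 389 without CC 2, 417 without CC 1, 436 without CC 4 and 469 without HH 6.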

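HH versus HC gave 4 DETs (1422 transcripts with an unadjusted p below 0.05), and the paper's symbols identify all of them. The superoxide dismutase transcript SODC (mme10565) had 78.1±8.49 CPM in HH and 112±8.89 CPM in HC (n=6 larvae each; log2 fold change -0.52, SE 0.09, edgeR FDR 0.0143). PRDX5 (mme10897), a peroxiredoxin, had 83.1±7.66 and 170±29.0 CPM (log2 fold change -1.03, SE 0.11, edgeR FDR 9.71e-06). ISCU (mme11399), an iron–sulfur cluster scaffold, had 23.3±3.72 and 57.1±3.98 CPM (log2 fold change -1.29, SE 0.13, edgeR FDR 5.64e-06). CX6B1 (mme16698), a cytochrome c oxidase subunit, rose from 65.7±22.4 to 155±47.3 CPM (log2 fold change 1.24, SE 0.22, edgeR FDR 0.0317). In each of these, all 6 HH larvae lay on the same side of the HC median. SODC lost its call without HH 3 (FDR 0.0606) or HH 4 (FDR 0.0774). CX6B1 lost it without HC 3 (FDR 0.0716), HC 4 (FDR 0.0824), HC 5 (FDR 0.0816), HC 6 (FDR 0.121), HH 1 (FDR 0.0849), HH 2 (FDR 0.08804) or HH 4 (FDR 0.0924). The number of DETs in HH versus HC was 2 without HH 4, 7 without CH 2 and 8 without CC 2, and DESeq2 called 64.
CH versus HC gave 50 DETs, 25 in each direction, and 2603 transcripts with an unadjusted p below 0.05. The largest changes upward were HBB (mme15344, log2 fold change 4.89, SE 0.69, edgeR FDR 0.00175) and HBBA (mme15343, log2 fold change 4.51, SE 0.74, edgeR FDR 0.00868), hemoglobin transcripts whose reads the counting could have split between near-identical copies. Downward, mme00756 fell from 22.9±6.00 CPM in HC to 4.30±2.53 CPM in CH (log2 fold change -2.40, SE 0.47, edgeR FDR 0.0285) and COL11 (mme09759) from 7.86±4.63 to 1.55±0.754 CPM (log2 fold change -2.34, SE 0.47, edgeR FDR 0.0336). This count was unstable to single larvae. It was 11 without HC 4 or HC 6, 13 without CH 2, 14 without HC 1, 15 without CH 4, 17 without HC 3, 18 without HC 2, 19 without CH 1, 31 without HH 1, 88 without CC 1 and 173 without HC 5. DESeq2 called 355 and limma-voom 30.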

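Between the groups reared under HypOA, HH versus CH, edgeR's quasi-likelihood test called 3 of 17262 transcripts (2493 with an unadjusted p below 0.05). WSB2 (mme01762) had 18.7±1.42 CPM in HH and 28.8±2.91 CPM in CH (n=6 larvae each; log2 fold change -0.62, SE 0.11). The transcript mme05012 had 27.4±4.93 and 77.6±29.2 CPM (log2 fold change -1.50, SE 0.24), and ZER1 (mme11111) 13.3±1.08 and 7.14±1.54 CPM (log2 fold change 0.89, SE 0.15). Each of the 3 had an edgeR FDR of 0.0189. All 3 lost their calls without CH 1, HH 1, HH 3 or HH 4, with FDR values from 0.0588 to 0.0878, and WSB2 also without CH 2 (FDR 0.0654). The count was 0 without any of CH 1, HH 1, HH 3 and HH 4, 5 without HH 5, 6 without CH 3 or HH 2, and 7 without CH 4. It was 2 with limma-voom and 216 with DESeq2.
Between the groups reared under control conditions, HC versus CC, edgeR called 0 transcripts, with a smallest FDR of 0.128, although 2275 had an unadjusted p below 0.05 where 863.1 would be reached by chance. limma-voom called 0 and DESeq2 137. Leaving out CC 1 gave 1 DET and leaving out CC 5 gave 3.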

The two groups that were directly exposed to HypOA (HH versus CH) showed 3 DETs, and no DETs were found between the groups that were directly reared under the control treatment (HC versus CC; Fig. 4A). 

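The difference between the response to HypOA in larvae of HypOA-treated parents (HH minus HC) and that in larvae of control parents (CH minus CC) was tested for each of the 17262 transcripts in the same edgeR fit. No transcript passed an FDR of 0.05 (0 called, smallest FDR 0.210). The number with an unadjusted p below 0.05 was 1845, against 863.1 by chance. limma-voom called 0 transcripts and DESeq2 4, and no larva left out of the edgeR fit gave a call.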

Despite differences in DETs in response to offspring HypOA exposure between parental treatments, no transcripts were identified as significantly affected by a parental×offspring interaction. Volcano plots for each pairwise comparison are shown in Fig. S4. Dataset 1 includes all differential expression results.

**Fig. 4.**
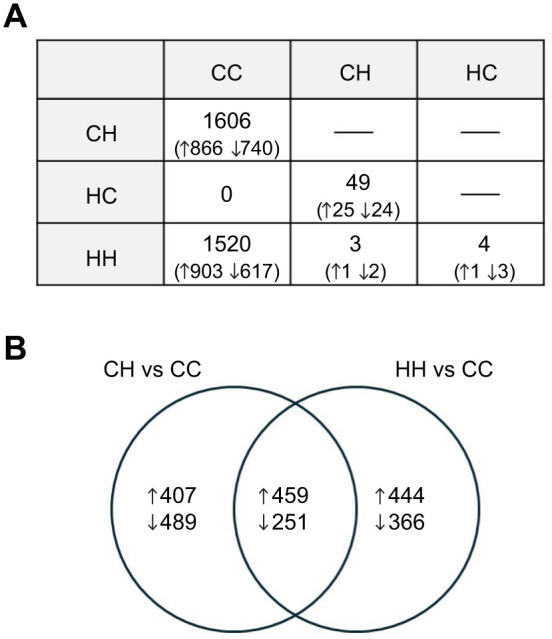
**Summary of differentially expressed transcripts (DETs) from pairwise comparisons between treatment groups.** (A) Table showing the number of DETs for all six pairwise comparisons between the four offspring treatment groups (*N*=6 larval samples per group): CC, CH, HC and HH. The column headers (CC, CH, HC) and row headers (CH, HC, HH) represent the different treatment groups. The value in each cell represents the number of DETs identified in the pairwise comparison between the respective row and column treatment groups. Numbers in parentheses indicate the count of upregulated and downregulated transcripts (indicated by up and down arrows) in relation to the treatment group listed in the row header. (B) Venn diagram showing the number of shared and unique DETs between the CH versus CC and HH versus CC pairwise comparisons. Upregulated and downregulated genes (indicated by up and down arrows) are shown separately**.**

### Functional enrichment of differentially expressed transcripts

We performed GO enrichment analysis on transcripts from the two pairwise comparisons with the highest number of DETs (CH versus CC and HH versus CC) to better understand how parental treatment influenced the transcriptional response to HypOA. Upregulated and downregulated DETs from the CH versus CC comparison were enriched in 88 GO BP and 60 GO MF terms. DETs from the HH versus CC comparison were enriched in 73 GO BP and 25 GO MF terms (see Dataset 1 for detailed results). While the majority of significantly enriched GO terms were unique to either CH or HH, the most highly enriched terms were conserved between the two groups (Fig. 5). For example, upregulated DETs from both groups were enriched in GO BP terms for neurotransmitter secretion, nervous system development, regulation of NMDA receptor activity, ionotropic glutamate receptor signaling pathway and regulation of postsynaptic membrane potential (Fig. 5A,B). Top GO MF terms in both groups included calcium channel regulator activity, calcium-dependent phospholipid binding, syntaxin-1 binding and potassium channel activity (Fig. 5C,D). One difference was the enrichment of terms related to GABAergic and glutamatergic synaptic transmission in HH larvae, as several transcripts that regulate the expression of NMDA and gamma-aminobutyric acid (GABA) receptor subunits were significantly upregulated by HH larvae only (Fig. 5A,C). A similar pattern was found for downregulated DETs, in that the specific GO terms varied between groups, but the most highly enriched terms were shared between CH and HH larvae (Fig. 5). For example, the most enriched GO BP terms for both groups included proteolysis, extracellular matrix organization, positive regulation of cell migration and wound healing (Fig. 5A,B). Shared GO MF terms included extracellular matrix constituent, serine-type endopeptidase activity and heparin binding (Fig. 5C,D). Interestingly, the downregulated DETs in the CH group were enriched in unique immune response terms not found in the HH group, such as phagocytosis, response to bacteria and viral entry into host (Dataset 1).

**Fig. 5.**
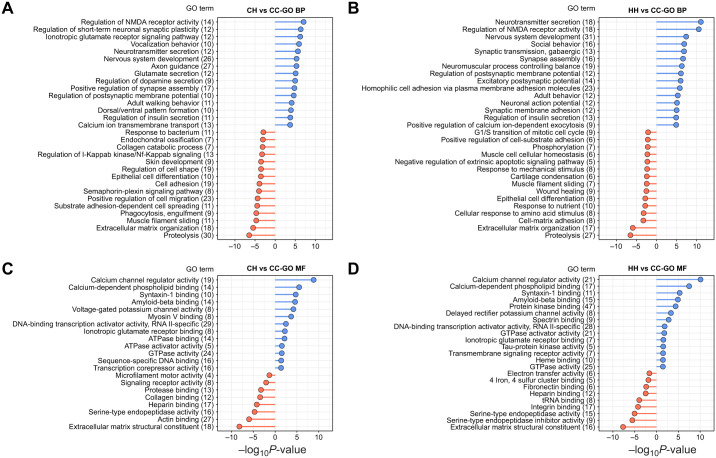
**GO ‘biological process’ (BP) and ‘molecular function’ (MF) terms enriched in DETs expressed by CH and HH larvae.** The length of the segment corresponds to the significance of the term (−log_10_*P*-value) for upregulated (blue) and downregulated (red) DETs. Downregulated terms are shown with negative significance values for clarity. Values in parentheses next to term names indicate the number of transcripts contributing to the enrichment.

### Effect of parental environment on larval transcriptional plasticity

To better understand the attenuated transcriptional response to HypOA in larvae from HypOA-treated parents (i.e. the reduced number of DETs), we focused on the 1606 DETs identified in the CH versus CC comparison, which represents the core set of larval transcripts responsive to direct HypOA exposure. To test whether this response was consistent across parental treatments, we used the CAMERA gene set test to evaluate whether genes differentially expressed in the CH versus CC contrast showed similar expression changes in the HC versus HH comparison. Genes upregulated in CH versus CC (*N*=866) showed significantly reduced upregulation or reversal to downregulation in the HC versus HH comparison (*P*=3.48×10^−66^). Likewise, genes downregulated in CH versus CC (*N*=740) exhibited significantly attenuated downregulation or partial reversal in HC versus HH (*P*=7.70×10^−55^). These results indicate that parental HypOA exposure substantially attenuated offspring transcriptional plasticity in response to HypOA (Fig. 6A). 

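The 861 transcripts called up in CH versus CC were tested as a set with CAMERA at its preset correlation between transcripts of 0.01. At that correlation, the set moved up in HH versus HC relative to all other transcripts (CAMERA p=1.18e-26), so the direction of the response was kept. In the contrast of both responses, (HH minus HC) minus (CH minus CC), the set moved down at the same correlation (CAMERA p=1.02e-64), the direction of a smaller response in larvae of HypOA-treated parents. With each larva left out in turn, p lay between 7.96e-30 and 3.02e-18 in HH versus HC and between 2.74e-70 and 5.34e-56 in the contrast of responses. The correlation estimated from these data was 0.193 in HH versus HC and 0.189 in the contrast, far above the preset value. With the estimated correlation, p was 0.0181 in HH versus HC and 4.98e-04 in the contrast, and with fry 0.00772 and 7.85e-05, so the call in HH versus HC held. The set had been chosen on the CC and CH larvae that also enter the contrast, so its p-values there are not free of that choice.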

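The 736 transcripts called down in CH versus CC moved down as a set in HH versus HC (CAMERA at the preset correlation, p=8.08e-15) and up in the contrast of responses (p=2.00e-61). Leave-one-out values lay between 5.96e-19 and 1.01e-10 in HH versus HC and between 1.14e-68 and 1.90e-55 in the contrast. For this set the call in HH versus HC did not hold with the estimated correlation of 0.2001 (p=0.0791) or with fry (p=0.05901). As for the up set, the p in the contrast is not free of the choice of transcripts on CC and CH larvae.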

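Over the 1597 DETs of CH versus CC, the log2 fold changes of HH versus HC had a slope of 0.318 on those of CH versus CC (through the origin; 0.341 for upregulated and 0.309 for downregulated DETs). The slope lay between 0.273 and 0.388 with each larva left out. The mean change, signed by the direction in CH versus CC, was 0.76 in CH versus CC and 0.21 in HH versus HC (log2). The change was smaller in HH versus HC for 99.1% of DETs and went in the opposite direction for 16.6%. These DETs were called on the CC and CH larvae themselves, and such a choice favors transcripts whose difference is by chance large in these larvae. Choosing the same number of transcripts by their rank in HH versus HC gave a slope of 0.672, and by their rank in the average of both responses 0.510.
To measure the response without that choice, the 1597 highest-ranking transcripts were chosen on 3 CC and 3 CH larvae and measured on the other 3 of each group, over 100 halvings. The mean signed change in CH versus CC was 0.99 in the larvae used for the choice and 0.43 in the held-out larvae (range 0.01 to 0.61). In HH versus HC, whose larvae took no part in the choice, it was 0.21 (range 0.13 to 0.26), a ratio of means of 0.483. In the reverse direction, transcripts were chosen on 3 HC and 3 HH larvae. The mean signed change was then 0.17 in held-out HC and HH larvae (range -0.04 to 0.26) and 0.28 in CH versus CC (range 0.02 to 0.44), a ratio of 0.589. On average over halvings, the held-out response was therefore smaller in larvae of HypOA-treated parents under either choice. It was not smaller in every halving: the ranges overlapped, and with the choice on CC and CH the ratio within a halving reached 35.6. From the CAMERA tests, the paper infers that parental HypOA exposure attenuated the plasticity of offspring gene expression (Fig. 6A), and it calls this parental effect not statistically significant in its discussion.

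**Figure D4:**
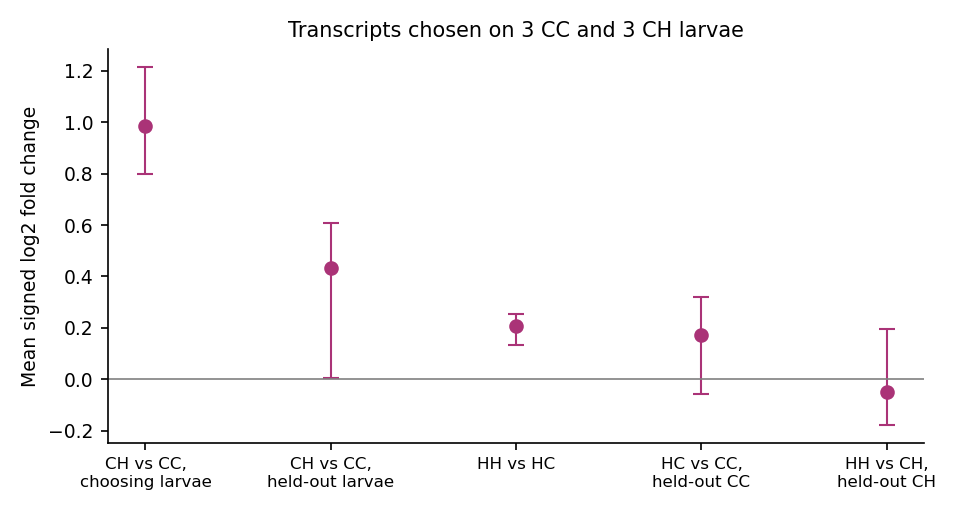
Mean log2 fold change, signed by the direction in the choosing larvae (vertical axis), of 1597 transcripts chosen on 3 CC and 3 CH larvae. Points are means over 100 halvings and whiskers run from the lowest to the highest halving; the change in CH versus CC is 0.99 in the choosing larvae and 0.43 in held-out larvae, next to 0.21 in HH versus HC.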

When plotted as reaction norms, upregulated DETs exhibited a shallower slope in larvae from HypOA-treated parents (Fig. 6B). This was driven by higher expression in HC versus CC larvae and lower expression in HH versus CH larvae. 

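The mean log2 CPM over the 861 upregulated DETs was 3.87±0.16 in CC larvae (s.d., n=6), 4.48±0.03 in CH, 4.17±0.07 in HC and 4.35±0.10 in HH. HC exceeded CC by 0.30 (exact permutation test, two-sided, p=0.00433, all 6 HC larvae above the CC median) and HH lay below CH by a difference of -0.13 (exact permutation p=0.0130, 5 of 6 HH larvae below the CH median). The difference between rearing conditions was 0.62 in larvae of control parents and 0.19 in larvae of HypOA-treated parents (exact permutation p=0.00216 for each, the smallest that 6 larvae against 6 allow). These were among 12 tests, 6 for each direction of DETs, and all 12 BH-adjusted values were at most 0.0346. The DETs were chosen for being low in these CC larvae and high in these CH larvae, which lowers the CC mean and raises the CH mean. For transcripts chosen on 3 CC and 3 CH larvae, the mean signed difference of HC from the held-out CC larvae was 0.17 and above 0 in 90 of 100 halvings. That of HH from the held-out CH larvae was -0.05 and below 0 in 85 of 100. With the choice on 3 HC and 3 HH larvae, held-out HC differed from CC by 0.15, above 0 in 99 of 100. Held-out HH then differed from CH by 0.03, above 0 in 73 of 100. The direction of HH against CH thus depended on the choice.

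**Figure D5:**
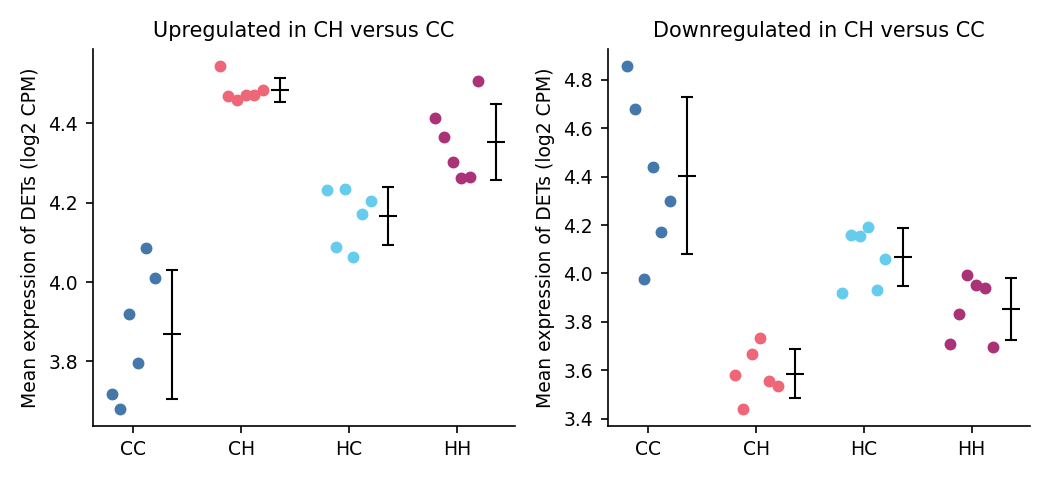
Mean expression (log2 CPM, vertical axis, not starting at 0) per larva of the DETs upregulated (left, 861) and downregulated (right, 736) in CH versus CC, by group. Points are larvae and the black bar and whiskers are the mean±s.d. (n=6); the HC and HH means lie between the CC and CH means in both panels, with 3.87 in CC and 4.48 in CH on the left.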

A similar but inverse pattern was observed for downregulated DETs (Fig. 6C). HC larvae showed lower mean expression than CC larvae, while HH larvae exhibited higher mean expression than CH larvae. These transcripts were subsequently examined for patterns of transcriptional frontloading, with results presented in the Appendix.

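Over the 736 downregulated DETs the mean log2 CPM was 4.404±0.33 in CC (s.d., n=6), 3.59±0.10 in CH, 4.07±0.12 in HC and 3.85±0.13 in HH. HC differed from CC by -0.33 (exact permutation test, p=0.0346, 6 of 6 HC larvae below the CC median) and HH from CH by 0.27 (exact permutation p=0.00649, 6 of 6 above). Rearing under HypOA changed the mean by -0.82 in larvae of control parents (exact permutation p=0.00216) and by -0.22 in larvae of HypOA-treated parents (exact permutation p=0.0216). The spread between CC larvae, 0.33, was as large as the difference between HC and CC. These DETs were chosen for being high in these CC larvae and low in these CH larvae, so tests that involve CC or CH are not free of that choice.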

**Fig. 6.**
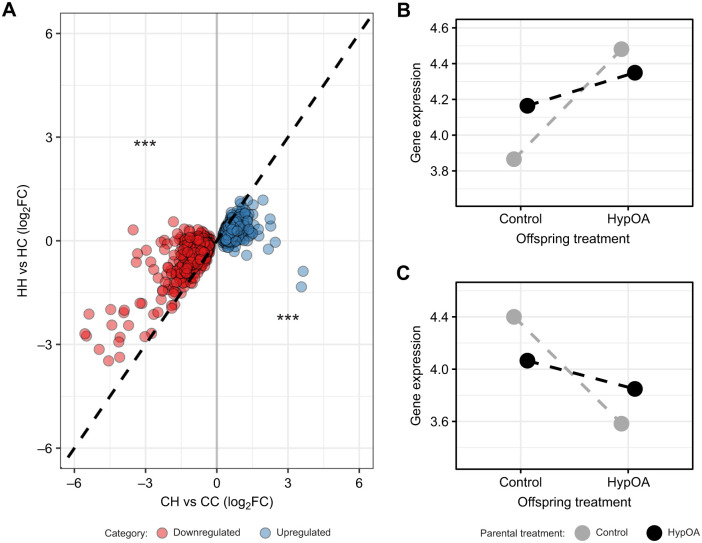
**Parental effects on transcriptional plasticity.** (A) Comparison of log­_2_ fold-change (log_2_FC) values between the CH versus CC and HH versus HC pairwise comparisons for the 1603 DETs identified in the CH versus CC comparison. DETs with equal log_2_FC values in the two comparisons should align with the equality line (dashed black line). Upregulated DETs (blue circles) with higher log_2_FC in the CH versus CC comparison fall below this line, while downregulated DETs (red circles) with greater log_2_FC fall above it. Asterisks indicate a significant effect detected by CAMERA test for upregulated (*P*=3.485×10^−66^) and downregulated transcripts (*P=*7.704×10^−55^). Transcriptional reaction norms for upregulated (B) and downregulated (C) DETs. Gray and black circles indicate mean expression (log_2_CPM) for each treatment group, while dashed lines represent transcriptional reaction norms based on parental treatment.

## DISCUSSION

### Offspring from HypOA-treated parents were not more HypOA tolerant and showed reduced transcriptional plasticity

The increasing severity of HypOA threatens fish populations that depend on productive nearshore environments for reproduction (Gobler and Baumann, 2016). In this study, we explored whether cross-generational plasticity in Atlantic silversides, a coastal forage fish that spawns in shallow nearshore habitats, can influence offspring sensitivity to this combined stressor. We exposed wild-caught, mature Atlantic silversides to either a control or HypOA treatment for 10 days between their bi-weekly spawning events and then reared their offspring under both treatment conditions in a factorial experimental design. Offspring exposed to HypOA showed reduced embryo survival and slower embryonic and larval developmental rates. Importantly, parental exposure to HypOA did not increase offspring tolerance, as survival and growth patterns under HypOA were largely similar between parental treatments. RNAseq analysis revealed that the parental environment had a subtle but consistent effect on larval transcriptional patterns. Larvae from control parents showed pronounced gene expression changes in response to HypOA, with 1606 DETs identified between CH and CC groups. In contrast, larvae from HypOA-treated parents exhibited minimal transcriptional differences between HH and HC groups, with just 4 DETs. This attenuation was not due to a general insensitivity to HypOA, as the HH group still had 1520 DETs compared with the overall control (CC) group. These results suggest that parental HypOA exposure dampened the differential expression typically observed under direct HypOA exposure, leading to a reduced transcriptional response between HC and HH larvae.

Importantly, this parental effect on gene expression was not statistically significant. Differential expression analysis did not detect any transcripts significantly affected by a parental×offspring interaction, nor were there DETs between larvae reared under identical conditions from different parental treatments. The lack of phenotypic differences between these groups further supports the conclusion that parental HypOA exposure had limited functional impact on offspring under our experimental conditions. Still, the consistent attenuation of expression across many genes involved in the core HypOA response suggests a possible signal of transcriptional frontloading, where prior stress exposure primes gene expression for a muted or more efficient response upon re-exposure (Barshis et al., 2013; Collins et al., 2021; Gurr et al., 2022). In an exploratory analysis, we identified a subset of genes showing quantitative evidence of frontloading (Fig. A1), many of which are linked to key GO BP and MF terms related to HypOA response (Fig. A2). This frontloading signal may reflect cross-generational plasticity via maternal or epigenetic mechanisms (Adrian-Kalchhauser et al., 2020; Green, 2008). However, these effects did not translate into improved offspring tolerance to HypOA within the experiment's duration. Thus, this patten may largely reflect a by-product of adult exposure that altered gene regulatory patterns in offspring, rather than an adaptive cross-generational response to HypOA.

### The transcriptional response to HypOA

Both offspring groups exposed to HypOA exhibited substantial transcriptional changes compared with the overall control group. While the total number of DETs was similar between CH and HH larvae, most of the specific DETs differed between groups. Consequently, many enriched GO terms also varied; however, the most highly enriched processes remained similar. This suggests that parental environment had a limited impact on the overall transcriptional response to HypOA, despite some minor differences. For example, protein-lysine 6-oxidase was upregulated in both groups (Fig. 7A), a marker of hypoxia-induced factor (Hif) pathway activation, which regulates many cellular responses to low oxygen (Lin et al., 2020; Mandic et al., 2021). 

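The paper's Dataset 1 pairs 3 transcripts with the symbol LYOX, protein-lysine 6-oxidase, all chosen by their call in CH versus CC. The most abundant, mme08650, had 13.8±7.28 CPM in CC, 35.1±8.88 CPM in CH and 28.1±8.42 CPM in HH (n=6 larvae each). Its log2 fold change was 1.35 in CH versus CC (SE 0.28, edgeR FDR 0.00442) and 1.03 in HH versus CC (SE 0.28, edgeR FDR 0.0228). The call in HH versus CC was lost without CC 2 (FDR 0.0622), CC 4 (FDR 0.0574), HH 1 (FDR 0.0526) or HH 2 (FDR 0.0571). The low transcript mme13192 rose by 1.35 in CH versus CC (SE 0.31, edgeR FDR 0.00795) and by 1.68 in HH versus CC (SE 0.31, edgeR FDR 0.00197). The remaining transcript, mme08651, rose by 1.15 in CH versus CC (SE 0.33, edgeR FDR 0.0278), a call lost without CC 1 (FDR 0.0523), CC 2 (FDR 0.0641), CC 4 (FDR 0.0653), CH 1 (FDR 0.0501), CH 2 (FDR 0.0558) or CH 5 (FDR 0.0599), and was not called in HH versus CC (log2 fold change 0.57, SE 0.33, edgeR FDR 0.281). Within HypOA-treated parents, HH versus HC, the 3 rose by 0.56 to 0.92 and none was called (edgeR FDR 0.294 to 0.709).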

The expression of Hif proteins was not significantly affected by treatment conditions (Fig. 7A), but we identified several GO terms that function downstream of Hif activation, including nervous system development (Bonkowsky and Son, 2018), axonal pathfinding (Pocock and Hobert, 2008), neurotransmitter regulation (Paulding et al., 2002) and extracellular matrix homeostasis (Gilkes et al., 2014). The observed transcriptional responses may also reflect the smaller size of larvae reared under HypOA, which were at a slightly earlier developmental stage at the time of sampling. Additional experiments that allow HypOA-treated larvae to reach comparable developmental size would help resolve this uncertainty.

**Fig. 7.**
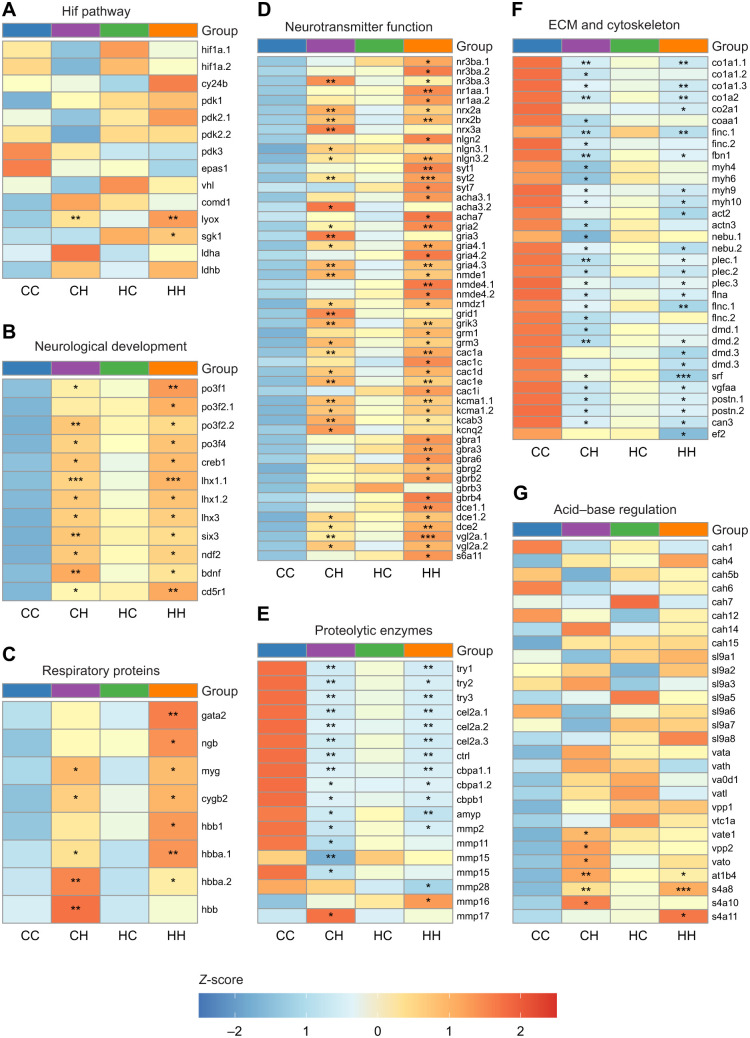
**Heatmaps of gene expression for selected cellular pathways.** Heatmaps showing gene expression (log_2_CPM normalized *Z*-score) across the four treatment groups within relevant transcriptional pathways. Rows show individual transcripts that are labeled by gene symbol on the right (‘.1’, ‘.2’, ‘.3’ indicate multiple isoforms for a single gene symbol). Asterisks inside the cell indicate that expression in that group was significantly different from that of CC larvae, the overall control group (*FDR*<*0.05, **FDR*<*0.01, ***FDR*<*0.001). (A) Hif pathway; (B) neurological development; (C) neurotransmitter function; (D) extracellular matrix (ECM) and cytoskeleton; (E) proteolytic enzymes; (F) respiratory proteins; and (G) acid–base regulation. For more details, see Discussion.

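Among the proteolytic and digestive enzymes of Fig. 7, 13 transcripts with the symbols TRY1, TRY2, TRY3, CEL2A, CTRL, CTR2, CBPA1, CBPB1 and AMYP had been called in CH versus CC. All 13 fell, by log2 fold changes from -5.55 to -1.78 in CH versus CC and from -5.99 to -1.87 in HH versus CC, and edgeR called all 13 in both (13 in both also when adjusted over the list alone, which is not independent evidence). None was called in HH versus HC, where the changes ran from -3.30 to -0.03 (3 called when adjusted over the list alone). TRY3 (mme06598) had 51.1±96.1 CPM in CC, 1.10±0.973 CPM in CH and 0.796±0.310 CPM in HH (log2 fold change -5.55, SE 1.09, edgeR FDR 0.00309 in CH versus CC). The CC mean rests on CC 1, with 246 CPM against 1.18 to 33.8 CPM in the other CC larvae, and without CC 1 the log2 fold change of TRY3 was -3.47 (edgeR FDR 0.0176). Without CC 1 all 13 moved by over 1.5 times in CH versus CC and 12 in HH versus CC, and the changes ran from -3.48 to -0.68 and from -3.91 to -0.77. In CH versus CC, CBPA1 (mme01869) went from -1.78 to -0.68 (edgeR FDR 0.323) and CBPB1 (mme12144) from -2.49 to -0.72 (edgeR FDR 0.288). Whether reads were split between copies of these enzymes was not tested. limma-voom, which works on log values, left 11 of the 13 uncalled in CH versus CC (adjusted p 0.0790 to 0.172) and 10 in HH versus CC (adjusted p 0.0698 to 0.157). In CH versus CC, 6 lost their calls without CC 1 and 1 each without CH 1, CH 4, CH 5 or CH 6. In HH versus CC, 4 lost them without CC 1 and 1 each without HH 3 or HH 6.
An index of the 13 transcripts, the mean of their log2 CPM standardized across larvae, was 0.90±1.24 in CC (s.d., n=6), -0.56±0.46 in CH, 0.20±0.59 in HC and -0.54±0.18 in HH. CH differed from CC by -1.46 (exact permutation test, two-sided, p=0.0130, BH-adjusted p=0.0297 over 16 index tests) and HH from HC by -0.74 (exact permutation p=0.00866, adjusted 0.0277). HC differed from CC by -0.70 (exact permutation p=0.255, adjusted 0.372). CC 1 had an index of 3.13, and without it CH differed from CC by -1.02 (exact permutation p=0.0216) and HC from CC by -0.26 (exact permutation p=0.500). Of 4 matrix metalloproteinase transcripts, MMP2, MMP11 and MMP15 fell and MMP17 rose in CH versus CC (log2 fold changes from -1.57 to 0.57). There MMP11 lost its call without CC 1 (FDR 0.0913), CC 2 (FDR 0.103), CH 1 (FDR 0.0646), CH 2 (FDR 0.0666) or CH 4 (FDR 0.0555), and MMP2 without CC 1 (FDR 0.0888) or CC 2 (FDR 0.0639).

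**Figure D6:**
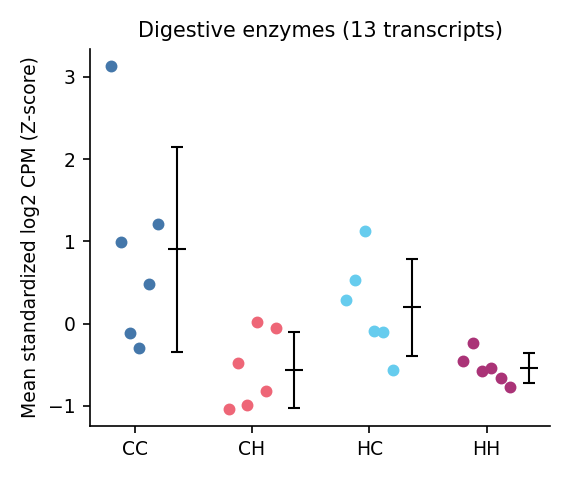
Index of 13 digestive enzyme transcripts (mean of log2 CPM standardized across the 24 larvae, vertical axis) per larva, by group. Points are larvae and the black bar and whiskers are the mean±s.d. (n=6); CC 1 is the highest point, at 3.13.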

### Transcriptional effects associated with neurological development

The developing central nervous system is highly vulnerable to hypoxia, as insufficient oxygen levels impair critical developmental processes related to neurogenesis, axon pathfinding and synapse formation (Bonkowsky and Son, 2018). Reduced aerobic energy production and a loss of ion regulatory capacity leads to increased rates of neuronal cell death via apoptosis or necrosis (Banasiak et al., 2000). For example, zebrafish larvae exposed to a DO level of 10% a.s. displayed decreased neural proliferation in the forebrain and a downregulation of genes associated with the development of neurons, glia and oligodendrocytes (Mikloska et al., 2022). However, in this study, we observed an upregulation of genes associated with nervous system development, neurotransmitter activity and regulation of neuron membrane potential (Fig. 7B,D). This difference may be attributed to the more moderate hypoxia treatment (40% a.s.) applied here. However, it may have resulted from the simultaneous exposure to elevated *P*_CO_2__, which alters the expression of genes involved in neurological development and plasticity in several fish species (Costa et al., 2022; Lai et al., 2017; Suresh et al., 2023). We should note that the application of a combined HypOA treatment was to enable a feasible cross-generational design, but the transcriptional effects of combined HypOA remain poorly understood. Further research is needed to better understand how the combined effects of low DO and elevated *P*_CO_2__ affect neurodevelopment in aquatic animals, as the combined stressor elicits a unique transcriptional response compared with individual exposures (Cline et al., 2020; Iguchi et al., 2024).

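Of the transcription and neurotrophic factors of nervous system development that Fig. 7 labels, 8 transcripts with the symbols PO3F1, PO3F2 (POU-domain class 3 factors), CREB1, LHX1, SIX3, NDF2 and BDNF had a symbol in the rows read. All 8 rose in CH versus CC, by 0.59 to 0.94 (edgeR FDR 7.45e-04 to 0.0297), and in HH versus CC, by 0.44 to 1.00 (7 called, edgeR FDR up to 0.114). In HH versus HC they rose by 0.09 to 0.44 with none called (edgeR FDR 0.275 to 0.945). LHX1 (mme05098) had 9.20±1.69 CPM in CC, 17.1±2.23 CPM in CH and 18.4±3.27 CPM in HH (n=6), a log2 fold change of 0.90 in CH versus CC (SE 0.14). BDNF (mme00226) had 2.75±0.841, 5.24±0.523 and 4.62±1.01 CPM in the same groups (log2 fold change 0.94 in CH versus CC, SE 0.21). Of the 8 calls in CH versus CC, 2 were lost without CC 1, CC 2 or CH 5 and 1 without CC 4, CH 2 or CH 3. Those in HH versus CC dropped by 2 without CC 2 and by 1 without CC 1, HH 1 or HH 6. By the criteria of the paper's Appendix, 4 of the 8, PO3F1, PO3F2, CREB1 and LHX1, counted as frontloaded on TMM-scaled CPM, without the variance stabilization that the Appendix names. With means of log2 CPM, NDF2 and both SIX3 transcripts counted as well. With the standard error of the constitutive expression ratio in place of its s.d., all 8 did. Between HC and CC the 8 rose by 0.28 to 0.56, and none was called (edgeR FDR 0.128 to 0.501; 6 with an unadjusted p below 0.05, and 6 when adjusted over the list alone).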

Other upregulated genes in these pathways included several genes identified in our frontloading analysis, such as key transcription factors involved in nervous system development, including POU-domain class 3 transcription factors (Latchman, 1999), cyclic AMP-responsive element-binding protein 1 (Lee et al., 2018), LIM/homeobox proteins (Hobert and Westphal, 2000), homeobox protein six3 (Chao et al., 2010), neurogenic differentiation factors (Olson et al., 2001) and brain-derived neurotrophic factor protein (Anand and Mondal, 2020) (Fig. 7B). Also upregulated was cyclin-dependent kinase 5 activator 1 (also known as *p35*), a protein with anti-apoptotic effects that regulates neurogenesis and development of the retina in zebrafish (Leung et al., 2008) along with the neuroprotective protein cytochrome *c* oxidase subunit 5A (Tarasenko et al., 2017). This gene was upregulated in the brains of juvenile spiny damselfish (*Acanthochromis polyacanthus*) that were acutely exposed to elevated *P*_CO_2__ (Tsang et al., 2020).

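CD5R1 (mme15476), the activator of cyclin-dependent kinase 5, had 3.66±0.429 CPM in CC, 5.73±1.40 CPM in CH, 5.86±1.48 CPM in HC and 6.99±1.29 CPM in HH (n=6 larvae each). The log2 fold change was 0.65 in CH versus CC (SE 0.19, edgeR FDR 0.0303) and 0.93 in HH versus CC (SE 0.19, edgeR FDR 0.00355). The call in CH versus CC was lost without CC 1 (FDR 0.0789), CC 2 (FDR 0.0605), CH 5 (FDR 0.0857) or CH 6 (FDR 0.0581). COX5A (mme02048) had 147±31.5 CPM in CC and 211±48.9 CPM in CH (log2 fold change 0.52, SE 0.14, edgeR FDR 0.0224), a call lost without CC 1 (FDR 0.0686), CC 2 (FDR 0.0575) or CH 2 (FDR 0.0666). In HH it had 171±16.3 CPM and was not called against CC (log2 fold change 0.21, SE 0.14, edgeR FDR 0.355).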

Like other components of the central nervous system, the development of the retina is sensitive to hypoxia, and even modest reductions in available oxygen can impact visual performance (McCormick and Levin, 2017). Hence, smaller eyes may be an expected phenotypic response of larvae reared in oxygen-limiting conditions. However, we found that silverside larvae that were directly exposed to HypOA maintained an eye size relative to their body length that was comparable to that of larvae in the overall control group. This suggests that silverside offspring can make the necessary transcriptional adjustments to support eye growth in response to HypOA. Additionally, larvae from HypOA-treated parents but reared under control conditions exhibited larger eyes compared with all other groups, representing the only clear phenotypic difference observed between offspring from control and HypOA-treated parents. We hypothesize that modest transcriptional frontloading of genes involved in neurological and ocular development may have contributed to increased eye growth in the absence of the direct suppressive effects of HypOA. Further work is needed to understand the transcriptional drivers of this effect, and whether these changes have a functional effect on the visual sense of developing larvae.

### Within- and cross-generational effects of HypOA on neurotransmitter function

Larvae reared under HypOA exhibited extensive upregulation of genes associated with synapse formation and neurotransmitter regulation. This involved increased expression of several neurexin and neuroligin isoforms (Fig. 7D), proteins that form the trans-synaptic complexes between presynaptic and postsynaptic neurons and facilitate synapse formation and neurotransmitter release (Bottos et al., 2011). 

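The 6 neurexin and neuroligin transcripts with a symbol (NRX2A, NRX2B, NRX3A and NLGN3) rose by log2 fold changes of 0.49 to 0.86 in CH versus CC (edgeR FDR 0.00582 to 0.0270) and by 0.47 to 0.64 in HH versus CC, where 3 of the 6 were called (edgeR FDR 0.00237 to 0.108). NRX2A (mme17589) had 16.7±3.81 CPM in CC, 24.7±1.75 CPM in CH and 23.6±2.03 CPM in HH (n=6). NLGN3 (mme10774) had 17.5±0.673, 24.7±2.69 and 27.4±4.93 CPM. In CH versus CC, 2 calls were lost without CC 1, CC 2 or CC 4 and 1 without CC 6 or CH 2; the 3 calls in HH versus CC held with each larva left out. Of the other 3 in HH versus CC, NLGN3 (mme04203) was called without CC 3 (FDR 0.0382), CC 5 (FDR 0.0388), CH 2 (FDR 0.0493) or HH 5 (FDR 0.0288), and NRX3A (mme05732) without CC 5 (FDR 0.0330) or CC 6 (FDR 0.0368). None of the 6 was called in HH versus HC (-0.03 to 0.35, edgeR FDR 0.328 to 0.988).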

We also found an upregulation of several synaptotagmin isoforms (Fig. 7D), which are trafficking proteins located in the presynaptic membrane that regulate rapid neurotransmitter release (Chapman, 2008). Furthermore, exposed larvae showed increased expression of genes involved in excitatory neurotransmitter signaling, including acetylcholine receptors, and other ionotropic and metabotropic glutamate receptors (Fig. 7D). This pattern was accompanied by the upregulation of mRNAs encoding voltage-dependent calcium ion channels and voltage-gated potassium ion rectifier channels (Fig. 7D). 

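The synaptotagmin transcripts with a symbol were SYT2 and SYT7. SYT2 (mme02951) had 21.3±4.02 CPM in CC, 33.0±3.76 CPM in CH and 38.1±6.52 CPM in HH (n=6), with log2 fold changes of 0.64 in CH versus CC (SE 0.14) and 0.84 in HH versus CC (SE 0.14). SYT7 (mme00250) had 1.09±0.230, 2.29±0.721 and 2.03±0.178 CPM, with log2 fold changes of 1.07 (SE 0.24) and 0.90 (SE 0.24). Both were called in both comparisons (edgeR FDR 7.90e-04 to 0.0210), under each alternative and with each larva left out. In HH versus HC, SYT2 rose by 0.42 (edgeR FDR 0.308) and SYT7 by 0.29 (edgeR FDR 0.831), and neither was called.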

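Symbols of ionotropic and metabotropic glutamate receptors belonged to 9 transcripts (GRIA3, GRIA4, GRID1, GRIK3, GRM3, NMDE1, NMDZ1 and NR3BA). All 9 rose in CH versus CC, by 0.40 to 0.93 (edgeR FDR 0.00219 to 0.0279), and in HH versus CC, by 0.43 to 0.93, with 7 called (edgeR FDR up to 0.0893). GRIA4 (mme10372) had 7.97±1.13 CPM in CC, 13.3±1.59 CPM in CH and 13.0±1.56 CPM in HH (n=6). A single call in CH versus CC was lost without CC 1, CC 2, CC 4, CH 1 or CH 4. Of the 7 calls in HH versus CC, 4 were lost without HH 6, 3 without CC 2, 2 without CC 4 or HH 1, and 1 without CC 1, HC 3, HH 2, HH 3, HH 4 or HH 5. Calls were gained there by GRIA3 (mme11006) without CC 5 (FDR 0.0346) and by GRID1 (mme05447) without CC 6 (FDR 0.0168). The acetylcholine receptor transcript ACHA3 (mme13863) had 1.78±0.525 CPM in CC, 3.04±0.783 CPM in CH and 2.19±0.374 CPM in HH (n=6). It rose by 0.78 in CH versus CC (SE 0.23, edgeR FDR 0.0332) and was not called in HH versus CC (0.31, SE 0.23, edgeR FDR 0.427). Its call in CH versus CC was lost without CC 1 (FDR 0.0919), CC 2 (FDR 0.0870), CC 4 (FDR 0.0500), CC 6 (FDR 0.0646), CH 1 (FDR 0.0606), CH 4 (FDR 0.0665), CH 5 (FDR 0.0689) or CH 6 (FDR 0.0655).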

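The channel transcripts CAC1A, CAC1D, CAC1E, KCAB3 and 2 of KCMA1 (6 transcripts) rose by 0.48 to 0.75 in CH versus CC (edgeR FDR 0.00219 to 0.0232) and by 0.38 to 0.67 in HH versus CC (edgeR FDR 0.00228 to 0.0371), all called. CAC1E (mme13315) had 10.6±1.39 CPM in CC, 17.9±1.97 CPM in CH and 17.0±3.75 CPM in HH (n=6). Of the calls in CH versus CC, 2 were lost without CC 1 or CC 2 and 1 without CH 1. Those in HH versus CC dropped by 3 without HH 6, by 2 without CC 1, CC 2 or CC 4 and by 1 without HH 1, HH 2 or HH 4.
The index of all 27 transcripts of neurotransmitter function with a symbol was -1.10±0.57 in CC (s.d., n=6), 0.71±0.31 in CH, -0.17±0.37 in HC and 0.55±0.52 in HH. CH exceeded CC by 1.81 (exact permutation test, two-sided, p=0.00216, BH-adjusted p=0.00866) and HH exceeded HC by 0.72 (exact permutation p=0.0108, adjusted 0.0289). HC exceeded CC by 0.93 (exact permutation p=0.0195, adjusted 0.0390, all 6 HC larvae above the CC median), and HH and CH differed by -0.16 (exact permutation p=0.535, adjusted 0.611). The transcripts were chosen for being low in these CC larvae, which favors HC above CC. Random sets of 27 of the 861 upregulated DETs gave a median difference of 0.88 between HC and CC, and the index lay at their percentile 71.3.

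**Figure D7:**
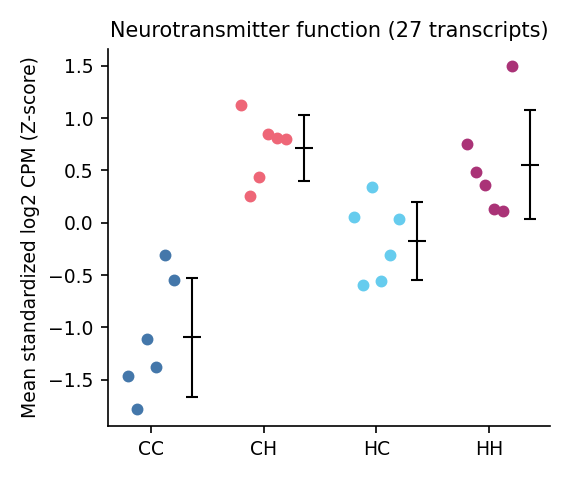
Index of 27 transcripts of neurotransmitter function (mean of log2 CPM standardized across the 24 larvae, vertical axis) per larva, by group. Points are larvae and the black bar and whiskers are the mean±s.d. (n=6); group means are -1.10 in CC, 0.71 in CH, -0.17 in HC and 0.55 in HH.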

Excitatory neurotransmission is vital for neuronal development and memory formation; however, secreted glutamate becomes excitotoxic under hypoxic conditions (Nilsson, 1995). Anoxia-tolerant species such as crucian carp (*Carassius carassius*) and goldfish (*Carassius auratus*) can survive extreme low oxygen, in part, through depression of neurological activity through increased production of GABA, the major inhibitory neurotransmitter in fish brains. GABA secretion alleviates neuronal excitotoxicity by inhibiting neurotransmission and promoting cell survival through anti-apoptotic and anti-oxidative effects (Nilsson, 1995). 

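Of the transcripts for GABA synthesis, transport and reception, only glutamate decarboxylase 2 (DCE2, mme12220), which makes GABA from glutamate, had a symbol in the rows of Dataset 1 that could be read. It had 94.2±10.6 CPM in CC, 127±18.8 CPM in CH, 117±16.3 CPM in HC and 137±18.6 CPM in HH (n=6 larvae each). The log2 fold change was 0.43 in CH versus CC (SE 0.11, edgeR FDR 0.0205), a call lost without CC 2 (FDR 0.0633) or CH 1 (FDR 0.0608), 0.54 in HH versus CC (SE 0.11, edgeR FDR 0.00493) and 0.23 in HH versus HC (SE 0.11, edgeR FDR 0.639). On TMM-scaled CPM, DCE2 met the Appendix's 3 criteria for frontloading. The GABA receptor transcripts were not analysed here.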

Interestingly, genes involved in GABA neurotransmission were identified as frontloaded in our exploratory analysis and expressed to a greater extent in larvae from HypOA-treated parents, including genes encoding GABA_A_ receptors, GABA_B_ receptors and proteins involved in GABA synthesis and transport (Fig. 7D).

The cross-generational effects on GABA expression and function are an important area for further investigation given its role in hypoxia tolerance and mediating behavioral dysfunction in acidified conditions (Schunter et al., 2018). In fish exposed to elevated *P*_CO_2__, acid–base regulatory adjustments alter ion gradients across neuronal membranes and cause a reversal of function in some GABA_A_ receptors, resulting in excitatory instead of inhibitory signaling (Heuer et al., 2019; Nilsson et al., 2012). Interestingly, parental exposure to elevated *P*_CO_2__ has been shown to offset behavioral effects in offspring, suggesting that cross-generational changes to transcriptional flexibility can restore normal GABA function (Schunter et al., 2016). Our findings offer further support that cross-generational effects can alter expression of neurotransmitters and associated proteins.

### HypOA induced metabolic depression

Metabolic depression is a primary strategy employed by fish to survive periods of low DO (Richards, 2009). For example, the anoxia-tolerant embryos of the annual killifish (*Austrofundulus limnaeus*) reduce metabolic rate in an oxygen-dependent manner and do not increase ATP production through anaerobic metabolism (Anderson and Podrabsky, 2014). In this study, Atlantic silverside larvae responded in a similar manner through delayed development, reduced size at hatch and slower rates of post-hatch larval growth. Furthermore, transcripts encoding proteins required for anaerobic energy production (e.g. lactate dehydrogenases) were not significantly affected by parental or offspring treatment (Fig. 7A). We also found a downregulation of genes involved in somatic growth and tissue development. These included major components of the extracellular matrix, such as collagens, fibronectin and fibrillin, as well as cytoskeleton components and other proteins involved in muscle development and contraction, including myosin heavy chains, actins, nebulins, plectins, filamens and dystrophins (Fig. 7F). This pattern was accompanied by a downregulation of growth factors and proteins implicated in tissue remodeling and muscle development, including serum response factor (Miano et al., 2007), periostin (Kudo et al., 2004) and calpain-3 (Prykhozhij et al., 2023) (Fig. 7F).

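Extracellular matrix transcripts with a symbol (3 CO1A1, CO1A2, COAA1, FINC and FBN1) all fell in CH versus CC, by log2 fold changes from -2.18 to -0.88 (7 of 7 called, edgeR FDR 0.00306 to 0.0187), and in HH versus CC, from -2.09 to -0.77 (5 of 7 called). The abundant collagen CO1A2 (mme12862) had 2841±978 CPM in CC, 1425±273 CPM in CH and 1446±392 CPM in HH (n=6; log2 fold change -0.97 in HH versus CC, SE 0.21). FINC (mme00140), fibronectin, had 278±69.3, 152±38.3 and 150±42.1 CPM (log2 fold change -0.88, SE 0.19). Without CC 1 or CC 2, 1 of the 7 calls in CH versus CC was lost. Calls in HH versus CC were gained by CO1A1 (mme18700) without CC 3 (FDR 0.0443), CC 5 (FDR 0.0376) or HH 5 (FDR 0.0332) and by COAA1 without HH 4 (FDR 0.00482). Of 12 muscle and cytoskeleton transcripts (MYH4, MYH6, MYH10, NEBU, PLEC, FLNA, FLNC and DMD), all fell in CH versus CC, by -1.80 to -0.46 (12 called), and in HH versus CC, by -1.24 to -0.41 (7 called). Whether reads were split between copies of collagens or myosins was not tested. In CH versus CC, 6 of the 12 calls were lost without CC 2, CC 4 or CH 6, 5 without CH 2 or CH 5, 4 without CC 1, 2 without CH 1 and 1 without CC 6. In HH versus CC, 3 of the 7 were lost without CC 2, CC 4, HH 1, HH 2, HH 4 or HH 6, 2 without CC 1, and 1 without CC 6, HC 1 or HH 3. With edgeR, none of these transcripts was called in HH versus HC, where DESeq2 called FINC (log2 fold change -0.76, adjusted p 0.0267).
The index of the 24 transcripts of extracellular matrix and cytoskeleton was 1.00±0.72 in CC (s.d., n=6), -0.62±0.43 in CH, 0.05±0.36 in HC and -0.42±0.45 in HH. CH differed from CC by -1.62 (exact permutation test, two-sided, p=0.00216, BH-adjusted p=0.00866) and HC from CC by -0.95 (exact permutation p=0.0238, adjusted 0.0423, 6 of 6 HC larvae below the CC median). The choice of transcripts high in these CC larvae favors HC below CC: random sets of 24 of the 736 downregulated DETs gave a median difference of 0.67 in the direction of the response, and the index lay at their percentile 99.9. HH differed from HC by -0.48, which did not pass with all larvae (exact permutation p=0.0758, adjusted 0.121) and passed without HC 5 (-0.57, exact permutation p=0.0390), HH 3 (-0.56, exact permutation p=0.0433) or HH 5 (-0.57, exact permutation p=0.0433).

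**Figure D8:**
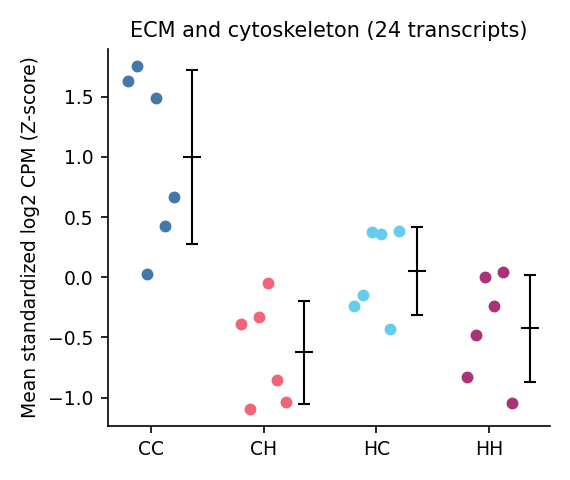
Index of 24 transcripts of extracellular matrix and cytoskeleton (mean of log2 CPM standardized across the 24 larvae, vertical axis) per larva, by group. Points are larvae and the black bar and whiskers are the mean±s.d. (n=6); group means are 1.00 in CC, -0.62 in CH, 0.05 in HC and -0.42 in HH.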

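SRF (mme05820), serum response factor, had 16.3±1.88 CPM in CC, 11.2±1.28 CPM in CH and 8.80±1.53 CPM in HH (n=6), with log2 fold changes of -0.54 in CH versus CC and -0.89 in HH versus CC (SE 0.14 in each). Together with SRF, the 2 periostin transcripts (POSTN), calpain-3 (CAN3) and VGFAA, a vascular endothelial growth factor, make 5 transcripts, which fell by -1.79 to -0.54 in CH versus CC (edgeR FDR 0.0133 to 0.0359) and by -2.18 to -0.60 in HH versus CC (edgeR FDR 5.00e-04 to 0.0389), all called. In CH versus CC, 3 of the 5 lost their calls without CC 1 or CC 2, 2 without CH 1 and 1 without CC 4, CH 2, CH 3 or CH 4. In HH versus CC, 3 lost them without CC 4 or HH 1, 2 without CC 1, CC 2 or HH 6 and 1 without HH 2 or HH 3. In HH versus HC they fell by -0.97 to -0.16 and edgeR called none.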

In part, this transcriptional pattern may reflect that larvae reared under HypOA were smaller and less developed than control larvae at the time of sampling. However, the fact that the suppressive pattern of these genes appeared to be frontloaded in larvae from HypOA-treated parents suggests an active response to HypOA, allowing for metabolic savings by reducing the cellular machinery needed to support muscle development and movement, as well as a general reduction in the synthesis of these highly abundant proteins (Richards, 2009). Similar adaptive responses to hypoxia related to muscle contraction proteins, extracellular matrix components and cytoskeletal proteins have been observed in long jawed mudsucker (*Gillichthys mirabilis*) and zebrafish (Gracey et al., 2001; Ton et al., 2003). Whether these transcriptional changes associated with direct or parental exposure to HypOA impact muscle integrity, swimming performance and wound healing in developing offspring carries important implications for future research.

### Expression of respiratory and acid–base regulatory proteins

Fish exposed to hypoxia typically upregulate globin proteins to enhance oxygen transport (Richards, 2009) and acidification may similarly induce their expression as a result of their role in the oxidative stress response (Tiedke et al., 2013). In Atlantic silverside larvae reared under HypOA, we observed strong upregulation of globin-related mRNAs, including myoglobin, cytoglobin-2 and hemoglobin subunit beta-1, with the latter being the most highly expressed hemoglobin transcript (>40-fold increase; Fig. 7C). 

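Globin transcripts with a symbol were HBBA (mme15342 and mme15343), HBB (mme15344), myoglobin (MYG, mme18570) and cytoglobin-2 (CYGB2, mme14487). The symbol of hemoglobin subunit beta-1 was not among the rows read, and whether reads were split between hemoglobin copies was not tested, so the values of single copies are uncertain. HBBA mme15343 had 5.54±5.44 CPM in CC, 67.2±48.5 CPM in CH, 2.95±2.26 CPM in HC and 36.1±22.6 CPM in HH (n=6 larvae each), with a log2 fold change of 3.62 in CH versus CC (SE 0.69, edgeR FDR 0.00257) and 2.73 in HH versus CC (SE 0.68, edgeR FDR 0.0138). HBB had 1.39±1.08, 16.7±14.6, 0.555±0.183 and 4.53±2.21 CPM, with 3.57 in CH versus CC (SE 0.62, edgeR FDR 0.00135) and 1.70 in HH versus CC (SE 0.61, edgeR FDR 0.0798), the latter called without CC 5 (FDR 0.0457) or CH 6 (FDR 0.0396). HBBA mme15342 rose by 2.46 in CH versus CC (SE 0.60, edgeR FDR 0.0120; limma-voom adjusted p 0.0829) and by 3.01 in HH versus CC (SE 0.60, edgeR FDR 0.00355). CYGB2 rose by 0.75 in CH versus CC (SE 0.20, edgeR FDR 0.0192), a call lost without CC 1 (FDR 0.0540), and by 0.83 in HH versus CC (SE 0.20, edgeR FDR 0.0110). MYG, with 0.636±0.718 CPM in CC and 3.09±1.53 CPM in CH, rose by 2.22 (SE 0.67, edgeR FDR 0.0365) and by 2.19 in HH versus CC (SE 0.66, edgeR FDR 0.0391). The MYG call in CH versus CC was lost without CC 2, CC 3, CC 4, CC 5, CH 1, CH 2 or CH 4 (FDR 0.0547 to 0.0866), and that in HH versus CC without CC 2, CC 3, CC 4, CC 5, HH 1, HH 2 or HH 3 (FDR 0.0571 to 0.0882).
In HH versus HC the 5 transcripts rose by 0.42 to 3.62 and none was called with all larvae (edgeR FDR 0.0712 to 0.587; all 5 when adjusted over the list alone). HBBA mme15342 was called there without CC 2 (FDR 0.0376), CH 1 (FDR 0.0378), CH 2 (FDR 0.0474), CH 4 (FDR 0.0252) or HC 4 (FDR 0.0384), HBBA mme15343 without CC 2 (FDR 0.0371) or CH 5 (FDR 0.0258), and DESeq2 called both and HBB (adjusted p 0.00149 to 0.00572). The globin index exceeded that of the control-reared group by 1.51 in CH versus CC and by 1.36 in HH versus HC (exact permutation tests, p=0.00216 for each, BH-adjusted p=0.00866). HC and CC differed by 0.14 (exact permutation p=0.500, adjusted 0.611) and HH and CH by -0.01 (exact permutation p=0.946, adjusted 0.946).

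**Figure D9:**
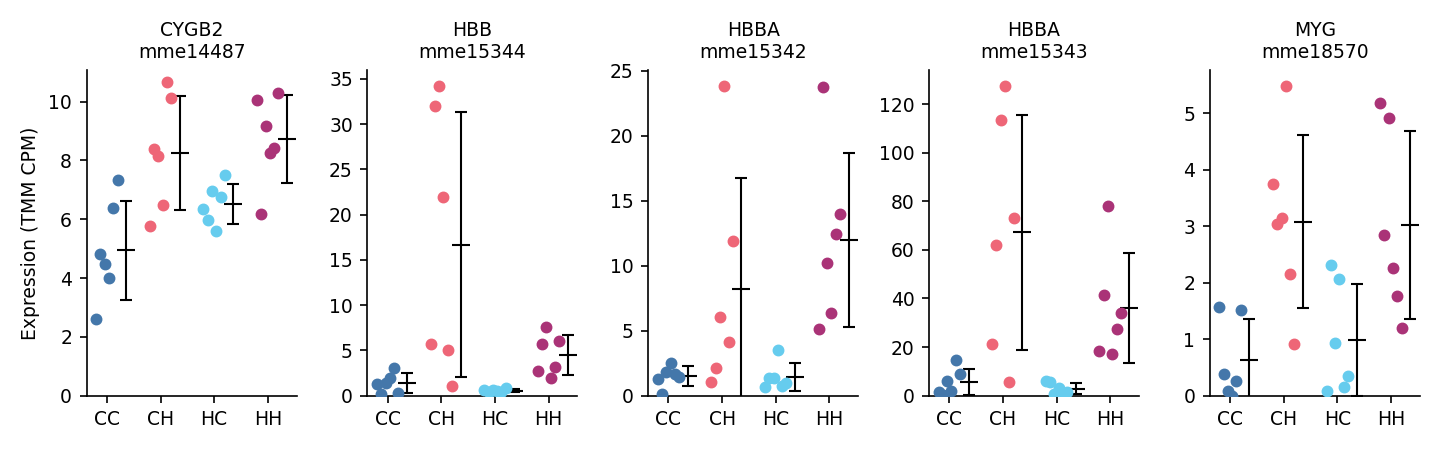
Expression of 5 globin transcripts (TMM-normalized CPM, vertical axes from 0 and different in each panel) per larva, by group. Points are larvae and the black bar and whiskers are the mean±s.d. (n=6); in HBBA mme15343 the means are 5.54 in CC, 67.2 in CH, 2.95 in HC and 36.1 in HH.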

Neuroglobin, which protects neurons from ischemic injury (Fuchs et al., 2004), was also identified as potentially frontloaded in larvae from HypOA-treated parents, and was only significantly upregulated in HH larvae and not in the CH group when compared with the overall control group. This coincided with increased gata2 transcription, a regulator of hematopoietic stem cell differentiation (Gioacchino et al., 2021). A similar transgenerational response has been observed in zebrafish, where paternal hypoxia exposure enhanced offspring hemoglobin expression and hypoxic tolerance (Ragsdale et al., 2022).

While hypoxia and acidification can elevate acid–base regulatory demands in fish (Tseng et al., 2013), HypOA-exposed silverside larvae did not show a consistent upregulation of genes involved in acid–base balance (Fig. 7G). Carbonic anhydrases, which mediate CO_2_ excretion and pH regulation (Gilmour et al., 2009), and membrane ion transporters such as sodium/hydrogen exchangers and V-type ATPases, were largely unaffected (Fig. 7G). Notably, sodium/potassium ATPases were downregulated, though some V-type ATPase subunits were slightly upregulated in CH larvae only (Fig. 7G). These findings indicate that Atlantic silverside larvae possess sufficient basal acid–base regulatory capacity to withstand acidification without major transcriptional adjustments (Kwan et al., 2021). However, because ion regulation is energy intensive and hypoxia necessitates metabolic depression (Perry and Gilmour, 2006; Richards, 2009), simultaneous exposure to low DO may increase the risk of acidosis, potentially exacerbating negative interactive effects observed in silverside offspring (DePasquale et al., 2015; Miller et al., 2016; Schwemmer et al., 2020).

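AT1B4 (mme03869), a beta subunit of sodium/potassium ATPases and the subunit with a symbol in the rows read, had 133±17.4 CPM in CC, 186±25.0 CPM in CH, 163±14.3 CPM in HC and 168±6.63 CPM in HH (n=6 larvae each). Its log2 fold change was 0.48 in CH versus CC (SE 0.10, edgeR FDR 0.00335) and 0.34 in HH versus CC (SE 0.10, edgeR FDR 0.0300). The call in HH versus CC was lost without CC 1 (FDR 0.0648), CC 2 (FDR 0.0829), CC 4 (FDR 0.0571), HH 1 (FDR 0.0548), HH 2 (FDR 0.0527), HH 4 (FDR 0.0587) or HH 6 (FDR 0.0659). The V-type ATPase subunits VATE1 (mme17257), VATO (mme13250) and VPP2 (mme11363) rose in CH versus CC by 0.29 (SE 0.08, edgeR FDR 0.0313), 0.31 (SE 0.09, edgeR FDR 0.0263) and 0.41 (SE 0.10, edgeR FDR 0.0148). In HH versus CC they rose by 0.20 (edgeR FDR 0.136), 0.23 (edgeR FDR 0.0894) and 0.24 (edgeR FDR 0.142) and were not called. HH and CH were not shown to differ, since none of the 3 was called in their direct comparison. VATE1 lost its call in CH versus CC without CC 1, CC 2, CC 4, CH 1, CH 2, CH 5 or CH 6 (FDR 0.0511 to 0.0973) and VATO without CC 1, CC 2, CH 1, CH 2 or CH 6 (FDR 0.0510 to 0.0812). All 3 lost it when CC and CH were fitted alone (FDR 0.0818 to 0.135). S4A8 (mme03380) had 10.4±1.79 CPM in CC, 17.4±2.39 CPM in CH and 19.5±2.83 CPM in HH (n=6), with log2 fold changes of 0.74 in CH versus CC (SE 0.12, edgeR FDR 0.00112) and 0.90 in HH versus CC (SE 0.12, edgeR FDR 1.68e-04). S4A10 (mme08152) rose by 0.52 in CH versus CC (SE 0.14, edgeR FDR 0.0222) and was not called in HH versus CC (0.22, edgeR FDR 0.333). It lost its call in CH versus CC without CC 1 (FDR 0.0704), CC 2 (FDR 0.0665), CC 4 (FDR 0.0526) or CH 1 (FDR 0.0565), and with CC and CH fitted alone (FDR 0.0940).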

### Conclusion

By applying a cross-generational factorial design, we showed that parental exposure to nocturnal HypOA conditions prior to spawning did not increase offspring tolerance to chronic HypOA during embryo and larval development. RNAseq analysis revealed that silverside offspring mounted a robust transcriptional response to HypOA, characterized by the upregulation of genes involved in neural development, synaptic plasticity and ion regulation. This pattern suggests prioritization of the development and protection of the central nervous system, potentially at the expense of somatic growth, as indicated by the downregulation of genes associated with extracellular matrix organization and muscle development. However, we cannot rule out the possibility that this pattern was partially influenced by slight developmental delays in HypOA-reared larvae.

Parental HypOA exposure subtly influenced the transcriptional plasticity of their offspring, resulting in reduced gene expression differences between control and HypOA-reared larvae within the HypOA-treated parental group. This effect was accompanied by modest evidence of transcriptional frontloading in a subset of stress-response genes, although these changes were not statistically significant at the individual gene level. While such cross-generational effects may help prepare offspring for recurring environmental stressors such as HypOA, they did not confer measurable phenotypic benefits under our experimental conditions. Future research should investigate the functional consequences of frontloading on traits relevant to HypOA tolerance, including potential trade-offs affecting behavior, oxygen acquisition and transport, metabolic rate and long-term growth and development. Additional studies are also needed to uncover the maternal and epigenetic mechanisms underlying cross-generational plasticity and to assess how the timing, intensity and variability of parental exposure shape offspring responses in dynamic coastal environments.

## Supplementary Material

10.1242/jexbio.249726_sup1 Supplementary information

Dataset 1. Sheet 1: all_DEG_comparisons. This sheet presents the edgeR output for all six pairwise differential expression comparisons. Each row represents a gene, with columns detailing the comparison group number (*pairwise_group*), the specific treatment groups being compared (Comparison), and the gene identification code based on *Menidia menidia* annotation (menidiaID). Additional columns include the abbreviated gene name (*geneID*), average expression level in log counts per million (*logCPM*), log fold change for the given comparison (logFC), false discovery rate (FDR), and associated Gene Ontology (GO) terms (*GOTerms*). Sheet 2: GO_reductionAnalysis_results. Results of GO term redundancy reduction analysis using the rrvgo package. Each row represents an individual GO term after redundancy filtering. Columns include the identifier for the GO analysis group, representing each pairwise comparison (*GO_AnalysisGroup*), the corresponding semantic similarity root node (*root_node*), and information on the representative parent term including its GO ID (*parentID*), description (*parentTerm*), and parent term enrichment score (*parentEnrichScore*). Redundancy metrics include the uniqueness of the term overall (*termUniqueness*), within its cluster (*termUniquenessWithinCluster*), and its dispensability score (*termDispensability*). The original (*non-reduced*) GO term is also reported, with its ID (*individualTermID*) and description (*individualTermDescription*), followed by enrichment statistics: gene ratio (*GeneRatio*), background ratio (*BgRatio*), raw p-value (*pvalue*), adjusted p-value (*p.adjust*), and q-value (*qvalue*). The final column (*enrichingGenes*) lists genes contributing to the enrichment of each individual GO term.

## Appendix

### Methodology for assessing frontloaded transcripts

To explore the degree of transcriptional frontloading in larvae from HypOA-treated parents, we analyzed gene expression patterns using methods adapted from Barshis et al. (2013). We extracted transcript IDs for all DETs identified in the control–HypOA (CH) versus control–control (CC) pairwise comparison (*N*=1603) as the core set of genes responding to direct HypOA exposure in offspring. For each transcript ID, we extracted normalized and variance-stabilized counts per million (CPM) as well as log fold-change (log_2_FC) values from the CH versus CC and HypOA–HypOA (HH) versus HypOA–control (HC) pairwise comparisons. Next, we calculated a constitutive expression ratio (CER) to estimate how parental environmental history influenced gene expression in larvae reared under control conditions. The CER was calculated as the ratio of gene expression (CPM) in HC larvae relative to CC larvae:

(rmA1)

The standard deviation (s.d.) for this ratio was computed using the error propagation equation for ratio data:

(rmA2)

Next, we calculated the raw FC values separately for upregulated (FC=2^log_2_FC^) and downregulated DETs (FC=0.5^log_2_FC^). FCs were used to calculate the fold-change ratio (FCR) for each DET to quantify how parental acclimation influenced gene expression plasticity between offspring treatments:

(rmA3)

*edgeR* does not provide variance estimates for log_2_FC values, so we could not propagate error for the FCR in the same way as for the CER. Both ratios were log-transformed to improve visualization in a scatterplot. Genes were categorized as frontloaded if they met all of the following criteria: (1) the CER was positive for upregulated DETs and negative for downregulated DETs, (2) the ±s.d. of the CER did not include zero, and (3) the FCR was less than 0.9, indicating that the fold-change was at least 10% smaller in the HH versus HC comparison relative to the CH versus CC comparison (used as a proxy as variance estimates for FCR were unavailable). GO enrichment analysis of frontloaded DETs was conducted using the methods described above.

### Results of frontloading analysis

We identified 376 upregulated and 364 downregulated DETs that met the criteria for transcriptional frontloading: (1) constitutive expression changes in HC larvae that matched the directional response of larvae directly exposed to HypOA, (2) the pattern was consistent across individual HC larvae (i.e. s.d. for CER did not intersect 0) and (3) the effect led to at least a 10% reduction in logFC for the HH versus HC pairwise comparison compared with CH versus CC comparison (Fig. A1). 

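The Appendix's criteria were applied to the 1597 DETs of CH versus CC, with the CER as the ratio of mean TMM-scaled CPM in HC to that in CC (the Appendix names CPM that were also variance-stabilized), its s.d. propagated from the s.d. of both groups, and the FCR from the edgeR log2 fold changes. All 3 criteria were met by 236 of 861 upregulated DETs (27.4%) and 228 of 736 downregulated DETs (31.0%). Taken alone, the direction of the CER was met by 817 upregulated and 681 downregulated DETs, and an FCR below 0.9 by 799 and 694. The criterion that the s.d. of the CER leaves out 0 was met by 250 and 232 and decided the counts. With the standard error of the CER in place of its s.d., 653 and 533 met all criteria, and with means of log2 CPM 315 and 100. The upregulated count was 410 without CC 5. The downregulated count was 102 without CC 1, 114 without CC 2, 137 without CC 4, 394 without CC 6, 402 without CC 5 and 472 without CC 3. The CC larvae enter both the choice of DETs and the CER, so a CC mean that lies far from HC by chance raises both. The median log2 CER was 0.29 for upregulated and -0.31 for downregulated DETs.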

In general, the FCR became more negative as the absolute value of the CER increased (Fig. A1), indicating that expression changes in HC larvae were driving the reduced transcriptional plasticity observed in larvae from HypOA-treated parents. 

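Across the 861 upregulated DETs, log2 FCR and log2 CER correlated with Pearson's r=-0.448 and Spearman's rho=-0.402, and across the 736 downregulated DETs with r=0.780 and rho=0.647, where the log2 CER is mostly negative. These are correlations across transcripts, which are not independent replicates, and no p-value is given. The CC larvae are in the denominator of the CER and in the log2 fold change of CH versus CC that divides the FCR, so the ratios share the same chance deviations. The median log2 FCR was -0.39 for upregulated and -0.58 for downregulated DETs.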

Frontloaded DETs were enriched in many of the same top GO BP and MF terms that were enriched in the DETs exhibited by CH and HH larvae (Fig. A2).

# Supplementary material for: Cross-generational plasticity in Atlantic silversides (Menidia menidia) under the combined effects of hypoxia and acidification
**Source:** J Exp Biol. 2025 Jul 25;228(15):jeb249726. doi: 10.1242/jeb.249726
**Supplement:** Supplementary information

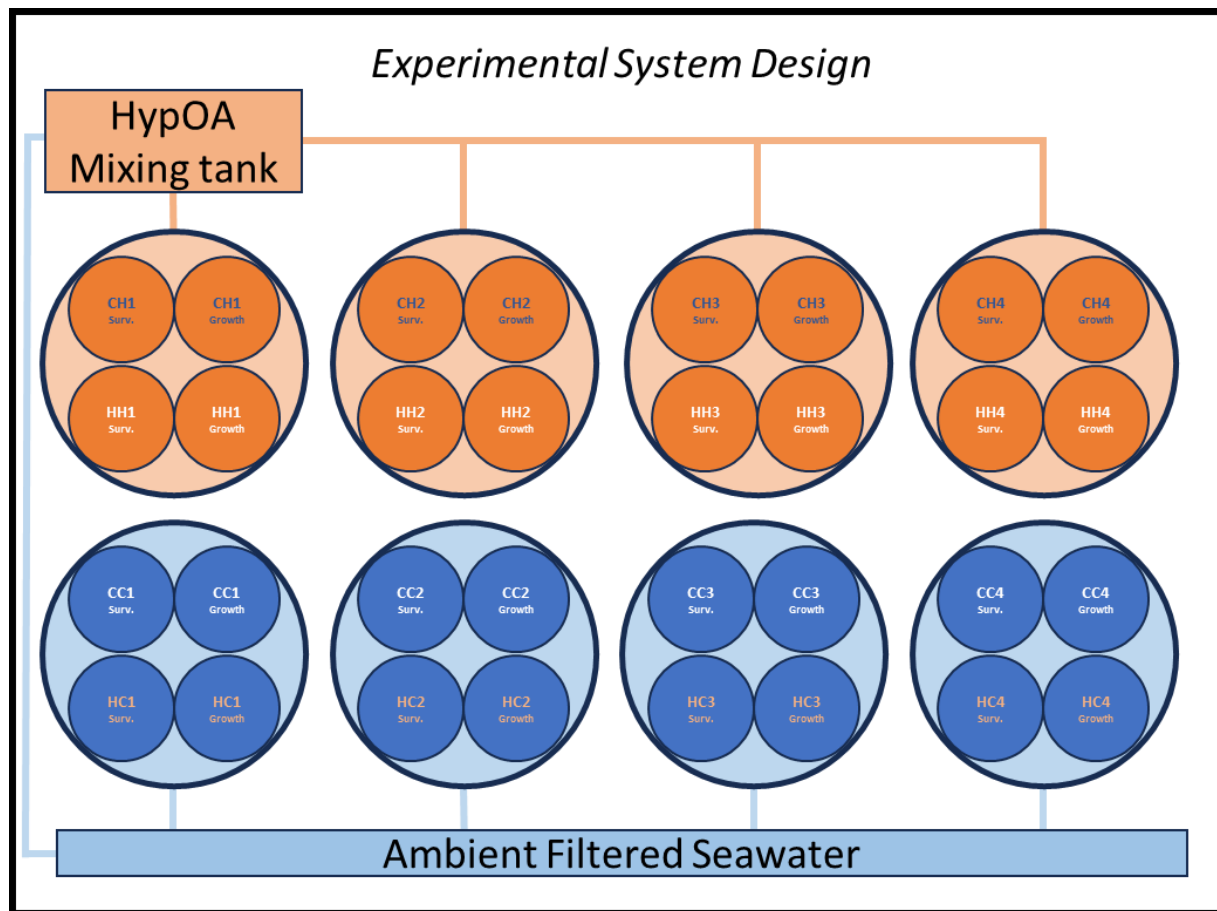

**Fig. S1.** Schematic of experimental design during offspring exposures. The setup was composed of eight 900-L circle tanks that housed fish and one 600-L mixing tank. Four circle tanks received ambient laboratory seawater (21°) set to control treatment conditions [dissolved oxygen (DO):100% air saturation (a.s.) /  $p\text{CO}_2$ : 650  $\mu\text{atm}$ ]. The other four circle tanks received HypOA-adjusted seawater [DO: 40% a.s. /  $p\text{CO}_2$ : 2300  $\mu\text{atm}$ ]. HypOA conditions were maintained in the mixing tank using a computer-controlled  $\text{CO}_2$  and  $\text{N}_2$  dosing system and then pumped to individual circle tanks. After fertilization, each tank received embryos from both parental acclimation groups to form four offspring treatment groups: control parents  $\times$  control offspring (CC); control parents  $\times$  HypOA offspring (CH); HypOA parents  $\times$  control offspring (HC); and HypOA parents  $\times$  HypOA offspring (HH). After fertilization, each tank was equipped with four 20-L rearing containers: one container for each parental treatment to measure survival, and another to serve as the source for subsamples for growth and transcriptomic traits. Note that main tanks could hold up to eight containers at a time, which facilitated the transfer of hatched larvae to a new rearing container during the multi-day hatching period.

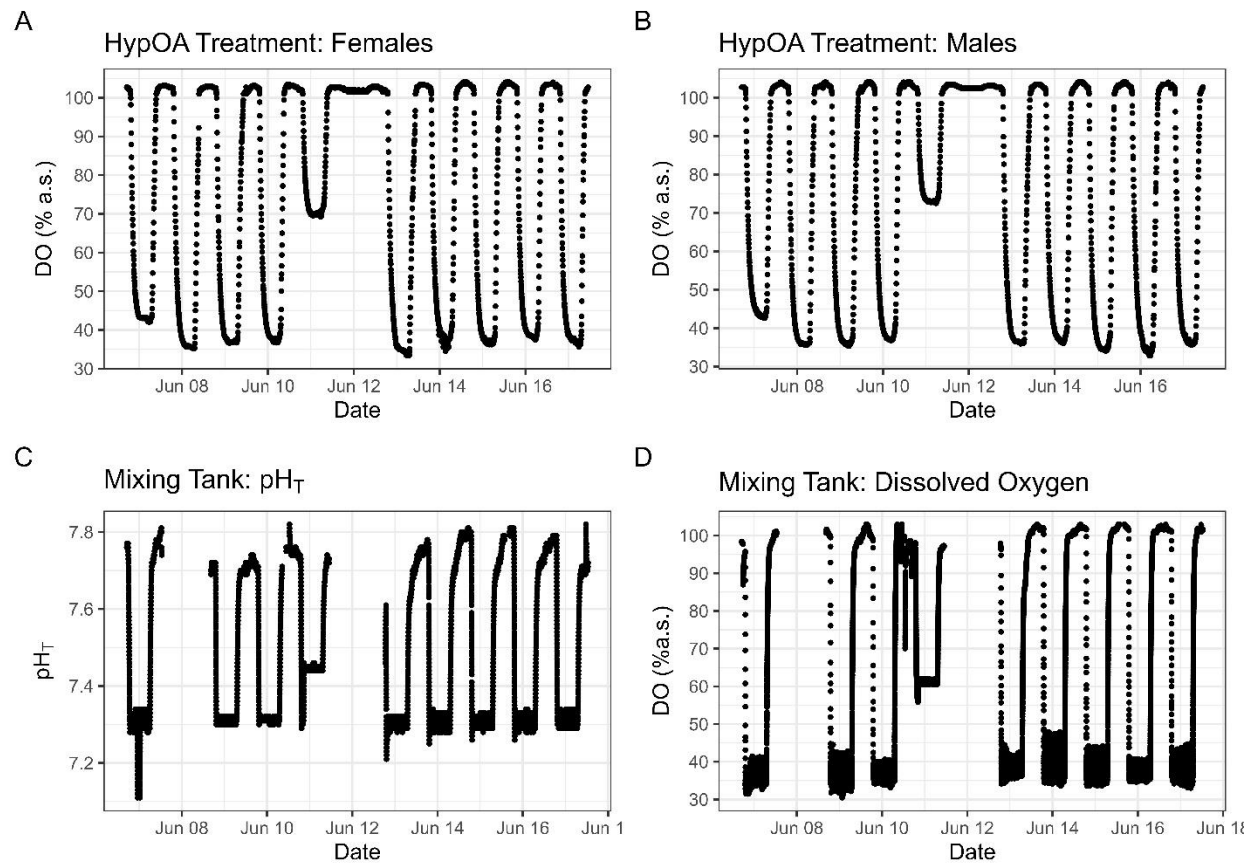

**Fig. S2.** Parental conditions tanks for females (A) and males (B) during the eleven-day treatment period to HypOA. Dissolved oxygen was recorded every 5 min using HOBO Dissolved Oxygen Data Loggers (model: U26-001). The loggers were calibrated daily with a two-point calibration following the manufacturer's guidelines. Mixing tank conditions for pH (C) and dissolved oxygen (D) during the eleven-day parental treatment period to HypOA. A gap in mixing tank data on June 7-8 was the result of a data recording error while the system continued to function normally. However, a software malfunction occurred during the nights of June 11 and June 12 such that HypOA conditions were not fully achieved in parent tanks during those two nights.

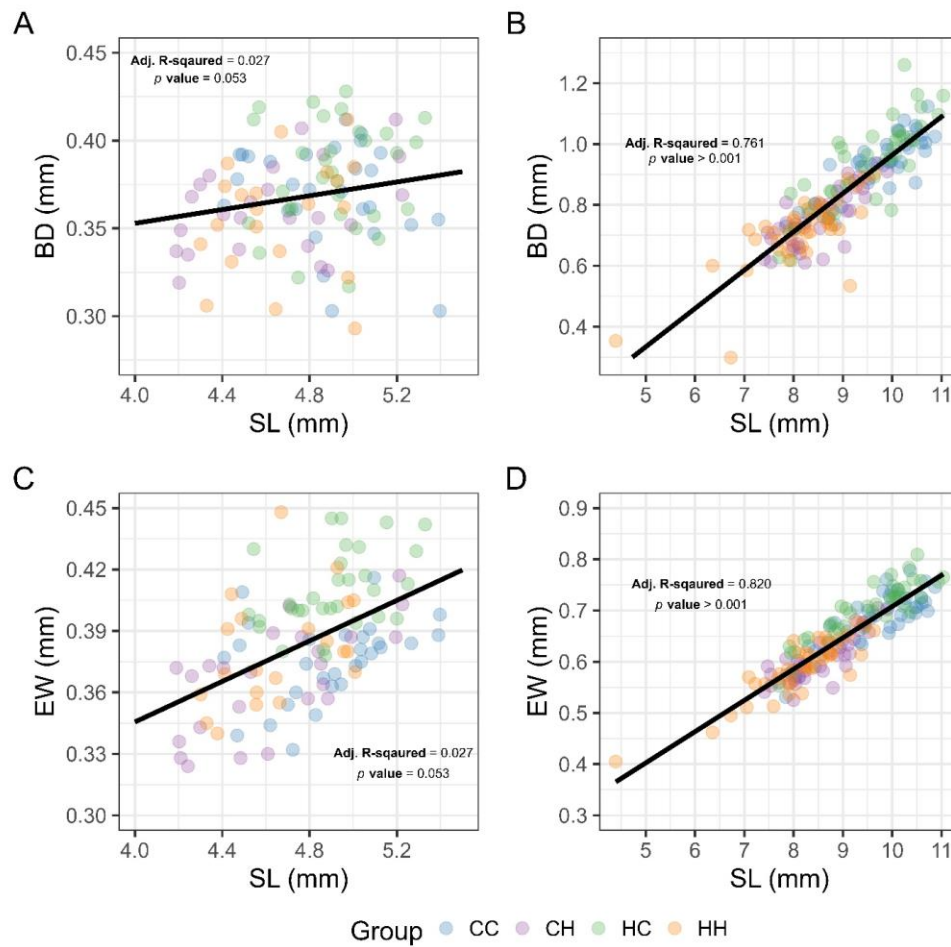

**Fig. S3.** Linear regression fits for standard length to body depth and standard length to eye width on pooled data from all treatment groups. Panels A and C show data from hatchlings and B and D show data from larvae sampled at 19 days post fertilization. Colored circles represent individual larvae from different treatment groups. The adjusted r-squared and significance level ( $p$  value) is shown for each regression fit.

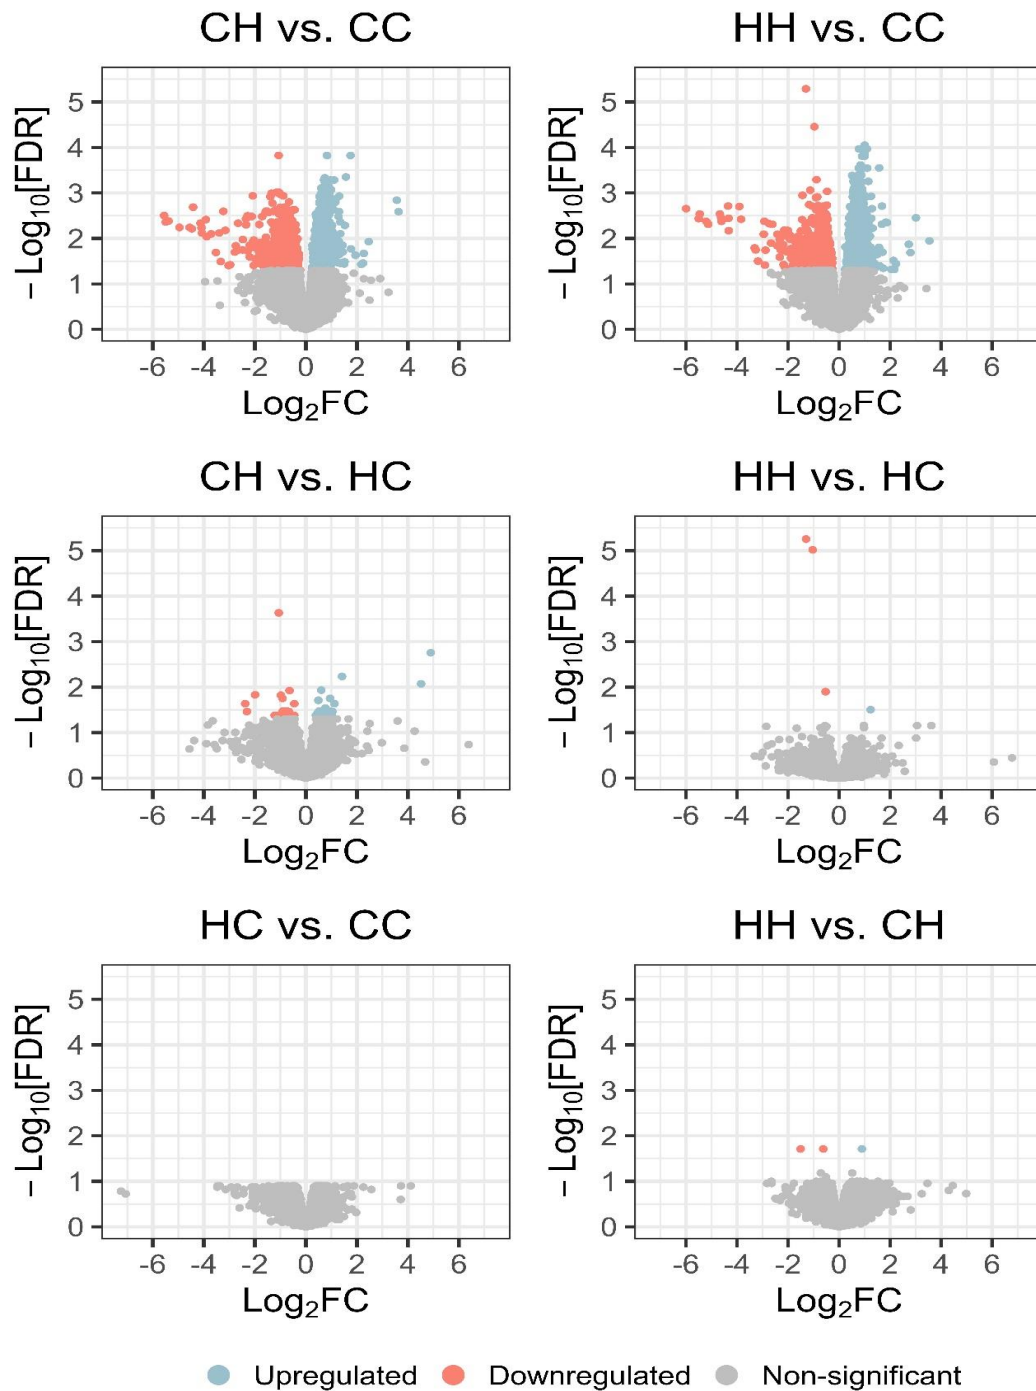

**Fig. S4.** Volcano plots showing log fold change ( $\text{log}_2\text{FC}$ ) and significance level ( $-\text{log}_{10}[\text{FDR}]$ ) for all transcripts all pairwise treatment comparison. Each transcript is shown as an individual circle and are colored by their response: significantly upregulated (blue), significantly downregulated (red), or not significant (grey).

**Table S1.** Adult silversides that were conditioned to either control and HypOA conditions and used to fertilize experimental embryos. The number of female and male silversides used in the fertilization is noted in parentheses in the sex column, as well as average ( $\pm$ s.d.) total length (TL, cm) and wet weight (wW, g).

| Parental Treatment | Sex        | TL (cm)        | wW (g)        |
|--------------------|------------|----------------|---------------|
| Control            | Female (7) | 11.0 $\pm$ 0.8 | 6.2 $\pm$ 1.3 |
|                    | Male (17)  | 8.7 $\pm$ 1.1  | 3.7 $\pm$ 1.2 |
| HypOA              | Female (7) | 8.8 $\pm$ 0.6  | 3.6 $\pm$ 0.6 |
|                    | Male (20)  | 9.2 $\pm$ 1.1  | 4.3 $\pm$ 1.7 |

**Dataset 1.** Sheet 1: all\_DEG\_comparisons. This sheet presents the edgeR output for all six pairwise differential expression comparisons. Each row represents a gene, with columns detailing the comparison group number (*pairwise\_group*), the specific treatment groups being compared (Comparison), and the gene identification code based on *Menidia menidia* annotation (*menidiaID*). Additional columns include the abbreviated gene name (*geneID*), average expression level in log counts per million (*logCPM*), log fold change for the given comparison (*logFC*), false discovery rate (FDR), and associated Gene Ontology (GO) terms (*GOTerms*). Sheet 2: GO\_reductionAnalysis\_results. Results of GO term redundancy reduction analysis using the rrvgo package. Each row represents an individual GO term after redundancy filtering. Columns include the identifier for the GO analysis group, representing each pairwise comparison (*GO\_AnalysisGroup*), the corresponding semantic similarity root node (*root\_node*), and information on the representative parent term including its GO ID (*parentID*), description (*parentTerm*), and parent term enrichment score (*parentEnrichScore*). Redundancy metrics include the uniqueness of the term overall (*termUniqueness*), within its cluster (*termUniquenessWithinCluster*), and its dispensability score (*termDispensability*). The original (non-reduced) GO term is also reported, with its ID (*individualTermID*) and description (*individualTermDescription*), followed by enrichment statistics: gene ratio (*GeneRatio*), background ratio (*BgRatio*), raw p-value (*pvalue*), adjusted p-value (*p.adjust*), and q-value (*qvalue*). The final column (*enrichingGenes*) lists genes contributing to the enrichment of each individual GO term.

Available for download at

<https://journals.biologists.com/jeb/article-lookup/doi/10.1242/jeb.249726#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

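RNA was sequenced from 24 whole larvae of the Atlantic silverside at 19 dpf, 6 in each of the groups CC, CH, HC and HH. The authors trimmed the paired-end reads with Fastp, aligned them with STAR to a silverside genome and deposited raw read counts per transcript for each larva, made with HTSeq-count. The build name of the genome and the strand, overlap and attribute options of the counting are not given in the sources used here. The counts were whole numbers without normalization. Each larva's condition was taken from its label. The labels and the paper give different levels of DO, PCO2 and temperature, and neither enters a calculation.

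The entries of each gene were summed, from 20651 entries to 20210 genes. Reads on no feature (20.8% on average), ambiguous reads (0.563%) and reads placed at several sites (5.32%) were left out of library sizes and tests. Counted reads per larva ranged from 11688851 to 16120500 with a median of 12722156.5, and were higher in HH than in CH (log2 difference 0.134, exact permutation p=0.0368). Genes were filtered with filterByExpr (minimum count 10, minimum total 15, groups given), which left 17262 transcripts, and scaled by TMM factors (0.861 to 1.18). Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and vegan 2.7.1. Log2 CPM values have a prior count of 2.

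All 24 larvae entered 1 edgeR quasi-likelihood fit with a coefficient per group (estimateDisp, glmQLFit in its legacy form, glmQLFTest), from which the 6 pairwise comparisons and the interaction were tested at a Benjamini-Hochberg FDR of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Sets of DETs were tested with CAMERA at a preset correlation of 0.01, with CAMERA at the estimated correlation and with fry. PERMANOVA used Manhattan distances with offspring treatment, parental treatment and their interaction in this order. Single values per larva were compared by exact permutation tests, and differences between parental treatments by 100000 permutations within offspring treatments. Overlap with a shared control was set beside 100 simulated draws of unchanged groups. The response outside the larvae used to choose transcripts was measured over 100 halvings, with 3 larvae of each group held out. Frontloading followed the 3 criteria of the paper's Appendix with an FCR limit of 0.9, on TMM-scaled CPM without the variance stabilization that the Appendix names.

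The comparisons, main tests, alternatives, held-out halvings, unchanged-group draws, index lists and the rule for named transcripts were set before the data were examined. Tests of read classes, of the index responses between parental treatments and of counts thinned to the smallest library were added later. That rule named every gene of the paper's results, discussion or Fig. 7 for which a table pairs a symbol with a transcript, with the values of that table already seen. It also named, in each comparison, the 2 largest changes up and the 2 largest down among DETs in which each larva of a group lay above the median of the other group, and every DET of a comparison with at most 5. Symbols came from the first 1299 of 103554 rows of the paper's Dataset 1, so genes outside these were not analysed here. The index lists held 13 digestive enzyme, 5 globin, 27 neurotransmitter and 24 extracellular matrix and cytoskeleton transcripts.

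The alternatives were DESeq2, limma-voom, RLE factors, no filter, a filter without groups, the newer quasi-likelihood form of edgeR, fits of only the 2 groups compared, a replicate block, each larva left out, other correlations in the set tests, other ways of choosing transcripts, a prior count of 0.25, transcripts with a mean log2 CPM above 3, Euclidean distances, an FCR limit of 0.8, means of log2 CPM and the standard error of the CER. Tests on the entries as deposited, without summing, were added later. The code was tested on simulated counts of 17262 transcripts with 200 changed 4-fold in CH versus CC, where 97.5% to 99% were recovered with at most 5.26% false calls and 0 calls in unchanged data. A response made with a slope of 0.4 was found as 0.380 to 0.398. The simulated changes were larger than the median log2 change of 0.63 among DETs of CH versus CC, and transcripts were drawn independently. The simulation therefore cannot tell how the choice of DETs biases the slope in these data. It also cannot tell how many false calls correlated transcripts give. Rearing containers were not modelled because the labels do not give them. GO enrichment was not analysed here.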

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

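The tests of read classes, of the index responses between parental treatments and of all explanations in this part were chosen only after the results had been seen, while the tests of transcript sets were planned.

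In CH 3, 68.6% of reads were counted on transcripts (72.7% to 73.3% in the other CH larvae), 22.99% fell on no feature (21.0% to 21.4%) and 7.88% were placed at several sites (4.98% to 5.26%), each far from the rest of the group. By chance about 1 in 20 groups holds a larva beyond the limit used, and 15 measures were tested in 4 groups. The gaps of CH 3 lay well beyond that limit (0.870, 0.792 and 0.905 of the range). A few transcripts taking most of the counts were argued against, since the 10 leading transcripts of CH 3 took 19.8%, the lowest share in CH. A swap with a control-reared larva was argued against. The response score, the mean log2 CPM of upregulated minus that of downregulated CH versus CC DETs, was 0.548 in CH 3 over DETs called without it. That lay above each CC and HC larva (up to 0.0815 and 0.412) and below the other CH larvae (0.827 to 1.24), which took part in the choice. With each larva likewise left out of the choice, scores ran from 0.327 (CH 4) to 0.718 (CH 5) in CH and up to 0.233 (CC 3) in CC. All DETs of HH versus HC, a comparison without CH larvae, also placed CH 3 outside every CC and HC larva. ISCU had 36.8 CPM in CH 3 against at least 45.9, and CX6B1 138.8 CPM against at most 98.2. PC1 does not decide this: CH 3 was the lowest CH larva (-918), on the side of the CC and HC means (-2198 and -342), but HH 5 lay lower (-1422). Reads from another source in this library stay open and were not tested, and no biological explanation was tested. CH 3 was kept.

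CC 1 had a log2 depth of 23.94 against 23.54 to 23.68 in the other CC larvae. Its share of reads on transcripts was 74.6%, next to 73.6% to 74.6% in the others, so a larger library of the same make-up is a candidate explanation. No biological explanation was tested.

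CH 1 had the highest mean of upregulated DETs, 4.54 against 4.46 to 4.49 in the other CH larvae. Depth was argued against as the cause, since CH 1 had 12670676 counted reads, inside the CH range. A stronger response of this larva stays open as an untested biological difference.

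Among the named transcripts, 1 larva lay far from the rest of its group in 25 of 408 tests of a transcript in a group (6.13%), where about 1 in 20 is given by chance. CH 2 did so in 5 transcripts (GRIA4, NRX3A, SRF, NMDZ1 and CAC1E), HH 6 in 4 (SYT2, GRIA4, KCAB3 and NMDE1) and CC 2 in 3 (VATO, HBBA and VATE1). These transcripts are correlated with each other, so such tests are not independent. No explanation was tested for these larvae.

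Responses to HypOA differed between parental treatments in 2 of 4 indices. The response of the neurotransmitter index was lower in larvae of HypOA-treated parents by a difference of -1.08 (permutation test, p=0.0138, BH-adjusted p=0.0348), and the decrease of the extracellular matrix and cytoskeleton index was smaller by 1.15 (permutation test, p=0.0174, adjusted 0.0348). Set against the other DETs of the same direction, the interaction of the extracellular matrix and cytoskeleton index did not pass (permutation p=0.667) and lay at percentile 82.1 of random sets of as many DETs, which is consistent with an attenuation shared with other CH versus CC DETs. For the neurotransmitter index the same test gave permutation p=0.349, while it was less attenuated than most random sets (percentile 95.6, and 99.6 for HH minus HC), so a shared attenuation cannot be told apart from one of its own. The transcripts had been called on the CC and CH larvae, a choice that enlarges the response there. A parental effect stays open and untested.

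In the contrast of the responses of both parental treatments, CAMERA at the estimated correlation gave p=4.98e-04 for the up set and p=9.20e-04 for the down set. With parental treatments regrouped within each offspring treatment and the DETs chosen anew, CAMERA at its preset correlation was as extreme in 2 of 100 regroupings for the up set and 4 of 100 for the down set. At that measure both were rare, without adjustment for the number of checks. At the estimated correlation 3 of 100 were as extreme for the up set and 32 of 100 for the down set, and with fry 3 and 17, so chance cannot be excluded for the down set there. With the choice made anew, p was below 0.05 in 99 of 99 permuted regroupings for both sets at the preset correlation, in 69 (up) and 99 (down) at the estimated correlation, and in 65 and 97 with fry, so a low p alone carries no evidence in any of these tests. A parental effect stays open as a biological explanation.

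The share of reads on no annotated feature, which the paper does not analyse, was higher in CH than in CC by 1.62 percentage points (exact permutation test, p=0.00216, the smallest possible, BH-adjusted p=0.0216 over 20 tests of read classes), and the share on transcripts was lower by a difference of -1.94 points (adjusted p=0.0216). Without CH 3 these differences were 1.33 (exact permutation p=0.00433) and -1.20 points (exact permutation p=0.00649). Between HH and HC the share on no feature differed by 0.641 points (exact permutation p=0.0433, adjusted 0.179). Depth was argued against, since its relation within groups gives 0.170 points and at most 0.424 points within 2 SE. A few transcripts taking most of the counts were argued against, since the share of the 10 leading transcripts differed by 0.231 points. Within groups the share rose with the response score (r=0.512, permutation p=0.0108, BH-adjusted p=0.0434 over 4 relations; rho=0.610; r=0.617 without the 2 farthest larvae), consistent with a share that rises with the response to HypOA. Whether unannotated transcripts or unspliced RNA make up these reads was not tested.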

How the results depend on the processing

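Of 883 values of 40 results under 23 alternatives and with 24 larvae left out in turn, 805 kept their direction and side of the threshold or stayed within the limit for counts, 5 lost their call, 4 gained one, 67 moved and 2 reversed. The causes of the changes below were not tested.

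DESeq2 called more DETs in CH versus HC (355), HC versus CC (137, edgeR 0), HH versus CH (216), HH versus HC (64) and the interaction (4, edgeR 0). limma-voom called 30 in CH versus HC. Fits of only the 2 groups compared called 544 in CH versus CC, 23 in CH versus HC and 0 in HH versus CH (2541 with an unadjusted p below 0.05, edgeR on all groups 3, DESeq2 216, limma-voom 2). In HH versus HC they called 14, against 4 with all groups, so the counts moved in both directions. The CAMERA call of the down set in HH versus HC was lost at the estimated correlation (0.0791) and with fry (0.05901).

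The slope was 0.672 for transcripts chosen by rank in HH versus HC and 0.510 by rank in the average of both responses. The mean signed change in HC versus CC reversed to -0.0330 when chosen by rank in HH versus HC and was 0.172 in held-out larvae. That in HH versus CH reversed to 0.212 when chosen by rank in HH versus HC and was -0.0568 by rank in the average and -0.0511 in held-out larvae. Each choice favors the larvae it is made on. With transcripts chosen on 3 HC and 3 HH larvae, the mean signed change of held-out HC versus CC was 0.147, above 0 in 99 of 100 halvings. That of held-out HH versus CH was 0.0312, above 0 in 73 of 100. The reversal in HC versus CC was thus not kept in held-out larvae, while the sign in HH versus CH depended on the choice. Frontloaded upregulated DETs numbered 653 with the standard error of the CER, and frontloaded downregulated DETs 533 with it and 100 with means of log2 CPM. Medians of variance among transcripts with a mean log2 CPM above 3 were 0.0725 in CC, 0.0681 in CH, 0.0499 in HC and 0.0425 in HH.

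Larvae share replicate numbers across groups. Same-numbered larvae did not deviate together (mean correlation -0.0137, range -0.273 to 0.245, against 0.00271 for other numbers), so the numbers were not taken to pair larvae. With the replicate block, edgeR called 18 in CH versus HC and 0 in HH versus CH (2284 with an unadjusted p below 0.05; edgeR without the block 3, DESeq2 216, limma-voom 2). In sign-flip tests of same-numbered larvae (replicate block), the digestive enzyme index in CH versus CC (-1.46), the extracellular matrix and cytoskeleton index in HC versus CC (-0.95) and the neurotransmitter index in HC versus CC (0.93) no longer passed. The block changed no call of another planned result. Among named transcripts it removed 13 calls in CH versus CC, 8 in HH versus CC, 3 in HH versus CH and 2 in HH versus HC, and added 1 in HH versus HC.

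With each larva left out, DETs ranged from 849 (CC 1) to 2054 (CC 3) in CH versus CC, from 821 (HH 6) to 1697 (CC 3) in HH versus CC, from 11 (HC 4 and HC 6) to 173 (HC 5) in CH versus HC, from 0 to 3 (CC 5; 1 without CC 1) in HC versus CC, from 0 (CH 1, HH 1, HH 3 and HH 4) to 7 (CH 4) in HH versus CH and from 2 (HH 4) to 8 (CC 2) in HH versus HC; the edgeR count is 0 with all larvae in HC versus CC (2275 with an unadjusted p below 0.05, DESeq2 137, limma-voom 0). Shared DETs ranged from 389 (CC 2) to 927 (CC 3). Frontloaded upregulated DETs ranged from 166 (CC 1) to 410 (CC 5) and downregulated from 102 (CC 1) to 472 (CC 3). The median variance ranged in CH from 0.0894 (CH 2) to 0.104 (CH 5) and in HC from 0.0669 (HC 5) to 0.0778 (HC 4). The extracellular matrix and cytoskeleton index in HH versus HC ranged from -0.57 (HC 5) to -0.35 (HH 6), and R2 of the interaction from 0.0466 (CC 1) to 0.0627 (CC 3, permutation p=0.0404).

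Of 102 named transcripts, edgeR called 100 in CH versus CC, of which 56 lost their call under some alternative and 38 with 1 larva left out. In HH versus CC 74 were called, of which 20 and 25 did so. No named transcript reversed. Results on entries as deposited, chosen after seeing the data, gave 1604 DETs in CH versus CC, 1521 in HH versus CC, 4 in HH versus HC, 50 in CH versus HC and 3 in HH versus CH. With each larva thinned to the smallest library, a test added later, 17205 to 17234 transcripts passed the filter and CH versus CC gave 1535 to 1578 DETs. The effect of depth on single transcripts was not tested, and those with few counts, such as MYG and mme00179, also varied widely between larvae.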

Differences from the paper's values

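The paper reports p=3.48e-66 for the up set and p=7.70e-55 for the down set of CAMERA tests in HH versus HC, and the values here are 1.18e-26 and 8.08e-15. Of the alternatives set before the data were examined, none came within the paper's values: the estimated correlation gave 0.0181 and 0.0791, fry 0.00772 and 0.05901, no filter 4.62e-27 and 2.46e-15, and the replicate block 1.22e-26 and 5.39e-15. With each larva left out, values ranged from 7.96e-30 to 3.02e-18 for the up set and from 5.96e-19 to 1.01e-10 for the down set. Within HH versus HC the up set moved up and the down set moved down. The planned contrast (HH minus HC) minus (CH minus CC) gave 1.02e-64 and 2.00e-61 for the same sets, which is nearer to the paper's values.

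The paper counts 376 upregulated and 364 downregulated frontloaded DETs, and 236 and 228 were found here, with TMM-scaled CPM in place of the variance-stabilized CPM that the Appendix names. For upregulated DETs, means of log2 CPM (315) came within 1.5 times the paper's count, as did leaving out CC 3, CC 5, CC 6, HC 2, HC 4 or HC 5, while an FCR below 0.8 (174), RLE factors (224) and the standard error of the CER (653) did not. For downregulated DETs, RLE factors (251) and the standard error of the CER (533) came within it, as did leaving out CC 3, CC 5, CC 6, CH 3, HC 2, HC 4, HC 6, HH 5 or HH 6, while an FCR below 0.8 (209) and means of log2 CPM (100) did not.

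The paper's text describes subunits of sodium/potassium ATPases as downregulated. AT1B4, the subunit with a symbol in the rows read, rose by 0.48 in CH versus CC and by 0.34 in HH versus CC, the direction drawn in Fig. 7G.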

Other observations

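The tests in this part were chosen only after the results were seen, except the shared-control draws and the held-out larvae, which were planned.

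Other splits of the 12 larvae of a comparison were drawn, 100 with the real one included. As many DETs came in 1 split for CH versus CC (at most 581 in another split), 1 for HH versus CC (at most 796) and 1 for HH versus HC (at most 1). CH versus HC gave 3 such splits (at most 640) and HH versus CH 2 (at most 5). Such counts were therefore rare under other splits. The shares were not adjusted for the number of checks, and larvae that shared a container were split as if independent. The same limits hold for the regroupings of parental treatments. For HC versus CC edgeR called 0 (2275 with an unadjusted p below 0.05, limma-voom 0, DESeq2 137) and for the interaction 0 (1845 with an unadjusted p below 0.05, limma-voom 0, DESeq2 4). A count of 0 is reached by every split, 100 of 100, so the splits decide nothing for these 2 results. Splits of the HC and HH larvae gave a CAMERA p as low, in either direction, in 2 of 100 for the up set and in 8 of 100 for the down set. In the observed direction alone the counts were 2 and 4. A p as low was thus rare for the up set, while for the down set this depends on whether both directions are counted. The preset p was below 0.05 in 74 and 72 of the 99 other splits.

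With parental treatments regrouped within offspring treatments and DETs chosen anew, 27 measures were compared over 100 regroupings, the real one included. The slope was as low in 6 regroupings (median of the others 0.478), the mean signed change in HC versus CC as high in 9 and that in HH versus CH as low in 25, so chance cannot be excluded for these 3. The difference in DETs between CH versus CC and HH versus HC was as large in 1, the real grouping. Further measures that fell short of a share of 0.05 were the DETs of HH versus HC as low (8), the number with an unadjusted p below 0.05 in the interaction (8), the signed change in HH versus CH for transcripts chosen on the average of both responses (14), the ratio for transcripts chosen on HC and HH (25), frontloaded downregulated DETs (12), and the down set at the estimated correlation (32) and with fry (17). The DETs of HC versus CC and of the interaction, with a count of 0, could not come out otherwise. Of the other 25 measures, 15 lay under 0.05 and 10 did not. Frontloaded upregulated DETs were as many in 2 regroupings (median of the others 21, at most 335), which was rare. Downregulated ones were as many in 12 (median 80, at most 391), so chance cannot be excluded for them.

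Choice of transcripts on the CC and CH larvae was weighed as a cause of the smaller response in HH versus HC. As the whole cause it was argued against, since among transcripts chosen on the average of both responses the ratio of responses, 0.551, was as low in 1 of 100 regroupings (median of the others 0.965). As part of the cause it is consistent with the drop of the mean signed change in CH versus CC to 0.43 in larvae that took no part in the choice. The shared CC larvae were weighed as the cause of the overlap of CH versus CC and HH versus CC. In the 100 draws of unchanged groups, as many transcripts were rarely shared (2 with the observed data counted). The draws pooled the spread of all groups, which may be too low for CC larvae, so this cause is not excluded for the overlap. Counted in the same way, 6 were as large for the correlation of the log2 fold changes. For the same-sign share of the HH versus CC list outside the CH versus CC list, 5 were. The shared CC larvae stay open as an account of these 2 measures as well. A parental effect stays open as a biological hypothesis, and rearing containers were not tested.

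More DETs in CH versus CC than in HH versus HC would follow from a larger spread in larvae of HypOA-treated parents, but their median variance was lower, with a difference of -0.0327. The main fit gave all groups a shared estimate of the spread for each transcript. Fits of only the 2 groups compared called 544 DETs in CH versus CC and 14 in HH versus HC. The size of the gap between the counts therefore depended on sharing that estimate between groups of unequal variance. Depth was higher in HH than in CH (log2 difference 0.134) and lower in HC than in CC (-0.0839, exact permutation p=0.216). With each larva thinned to 11688851 reads, CH versus CC still gave at least 1535 DETs and HH versus HC 4 in each of 5 draws, which argues against lower depth in HH and HC as the cause. Counting noise at low expression as the cause of the lower variance in HC and HH was argued against, since the median variance in HH was 0.624 of that in CH among transcripts with a mean log2 CPM above 3. Differences between parental gamete pools or containers stay open and untested.

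The interaction did not pass for the digestive enzyme index (0.73, permutation p=0.255, BH-adjusted p=0.340) or the globin index (-0.16, permutation p=0.574). Without CC 1 that of the digestive enzyme index was 0.28 (permutation p=0.510), and that of the globin index ran from -0.27 (CH 1) to -0.02 (CC 2) with each larva left out. Against the other DETs of the same direction, the globin index was less attenuated (difference 1.11, permutation p=0.0024, adjusted 0.0096), which argues against an attenuation shared with other CH versus CC DETs as its account. For the digestive enzyme index the same test gave permutation p=0.340 while its interaction lay at percentile 99.99 of random sets of 13 transcripts from the 736 downregulated DETs (94.8 without CC 4, at least 99.0 without any other larva), so the explanations cannot be told apart.

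The leading axis of variation between larvae of a group was taken from the 2 groups not compared and correlated with each difference. The absolute correlations were 0.0900 in CH versus CC (exact permutation p=0.708), 0.0546 in HH versus HC (p=0.814), 0.0672 in HH versus CC (p=0.762), 0.146 in HC versus CC (p=0.545) and 0.284 in HH versus CH (p=0.229). In CH versus CC, HH versus HC and HH versus CC, other splits of the same larvae had larger median correlations. In CH versus CC that median was 0.157. These low values show no excess along that axis, but they cannot exclude a difference along it. For HC versus CC the correlation was near the median of other splits (0.161), and for HH versus CH it lay above the median (0.171). Other splits gave correlations as large and a p above 0.05 excludes nothing, so the explanations cannot be told apart for any of these comparisons.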
